# Concomitant Nrf2- and ATF4-Activation by Carnosic Acid Cooperatively Induces Expression of Cytoprotective Genes

**DOI:** 10.3390/ijms20071706

**Published:** 2019-04-05

**Authors:** Junsei Mimura, Atsushi Inose-Maruyama, Shusuke Taniuchi, Kunio Kosaka, Hidemi Yoshida, Hiromi Yamazaki, Shuya Kasai, Nobuhiko Harada, Randal J. Kaufman, Seiichi Oyadomari, Ken Itoh

**Keywords:** Nrf2, ATF4, NGF, carnosic acid, antioxidant

## Abstract

Carnosic acid (CA) is a phytochemical found in some dietary herbs, such as *Rosmarinus officinalis* L., and possesses antioxidative and anti-microbial properties. We previously demonstrated that CA functions as an activator of nuclear factor, erythroid 2 (NF-E2)-related factor 2 (Nrf2), an oxidative stress-responsive transcription factor in human and rodent cells. CA enhances the expression of nerve growth factor (NGF) and antioxidant genes, such as *HO-1* in an Nrf2-dependent manner in U373MG human astrocytoma cells. However, CA also induces *NGF* gene expression in an Nrf2-independent manner, since 50 μM of CA administration showed striking *NGF* gene induction compared with the classical Nrf2 inducer *tert*-butylhydroquinone (tBHQ) in U373MG cells. By comparative transcriptome analysis, we found that CA activates activating transcription factor 4 (ATF4) in addition to Nrf2 at high doses. CA activated ATF4 in phospho-eIF2α- and heme-regulated inhibitor kinase (HRI)-dependent manners, indicating that CA activates ATF4 through the integrated stress response (ISR) pathway. Furthermore, CA activated Nrf2 and ATF4 cooperatively enhanced the expression of *NGF* and many antioxidant genes while acting independently to certain client genes. Taken together, these results represent a novel mechanism of CA-mediated gene regulation evoked by Nrf2 and ATF4 cooperation.

## 1. Introduction

Redox homeostasis is essential for normal cellular function and viability. NF-E2-related factor 2 (Nrf2) is a cap‘n’collar (CNC)-basic leucine zipper (bZip) transcription factor, which plays a central role in maintaining redox homeostasis. Nrf2 transactivates several antioxidant genes, such as heme oxygenase-1 (*HO-1*) and thioredoxin reductase 1 (*TXNRD1*), in response to oxidative stress [1,2,3]. Nrf2 directly modulates the expression of these target genes through binding to its recognition DNA element, the antioxidant responsive element (ARE) (otherwise known as the electrophile response element (EpRE)), as an Nrf2/small Mafs (i.e., MafK, MafF, and MafG) heterodimer [1,2,3]. Nrf2 activity is mainly regulated by Kelch-like erythroid cell-derived protein with CNC homology (ECH)-associated protein 1 (Keap1), which mediates Nrf2 degradation through the ubiquitin–proteasome system (UPS) during non-stressed conditions. Nrf2 is activated upon Keap1 inactivation through oxidation of its redox-sensitive cysteine residues (such as Cys151, Cys273, and Cys288) via various prooxidative reagents, such as reactive electrophiles (e.g., *tert*-butylhydroquinone (tBHQ) and sulforaphane (SFN)), heavy metals, and reactive oxygen/nitrogen species (ROS/RNS) [1,3]. We previously demonstrated that carnosic acid (CA) activates Nrf2 through Keap1 cysteine modification. CA is an abietane-type diterpenoid abundantly found in herbal plants, such as *Rosmarinus officinalis* L. and *Salvia officinalis* [4,5]. CA exhibits antioxidative and anti-microbial activities in these plants [4,5]. We previously found that CA induces nerve growth factor (NGF) in U373MG human astrocytoma cells, T98G human glioma cells, and normal human astrocytes in an Nrf2-dependent manner [6,7] and that CA induces neurite outgrowth of PC12h cells through an Nrf2- and p62-dependent pathway [8]. Neuroprotective effects of CA in animals were demonstrated in middle cerebral artery occlusion and transgenic Alzheimer’s model mice [9,10]. Our previous results demonstrated that CA preferentially accumulates in astrocytes, in which Nrf2 primarily regulates neuroprotective function in the central nervous system [9,11].

In addition to Nrf2, several transcription factors, such as forkhead box, class O family (FOXOs), c-jun/activator protein 1 (AP-1), and activating transcription factor 4 (ATF4), contribute to redox homeostasis by inducing antioxidant genes [12,13]. Among them, c-jun and ATF4 were shown to dimerize with Nrf2, suggesting cooperation between Nrf2 and c-jun or ATF4 [14,15]. AP-1 binding sequences (TRE) are often embedded in the AREs of many antioxidant genes and regulated by AP-1. In addition, ATF4 binds to different cis-element named amino acid response elements (AAREs) [12,16,17]. ATF4 is mainly activated via a unique stress response pathway named integrated stress response (ISR) [12,16,17,18]. In mammalian ISR, four eIF2α kinases, (heme regulated inhibitor of translation (HRI), dsRNA-activated protein kinase (PKR), PKR-like endoplasmic reticulum kinase (PERK) and general control nonderepressible-2 (GCN2)) catalyze phosphorylation of eukaryotic initiation factor 2α (eIF2α) at serine51 residue in response to different stress signals; heme deficiency (HRI), viral infection (PKR), ER stress (PERK), and amino acid deficiency (GCN2) [18]. Upon eIF2α phosphorylation, the preinitiation complex formation is prevented, and thereby general translation is suppressed, but translation from mRNA containing specific 5′-UTR structure (i.e., upstream open reading frame (uORF) or internal ribosome entry site (IRES)), such as *ATF4* or virus mRNA, are rather induced [18]. We previously demonstrated that Nrf2 and ATF4 cooperatively modulate gene expression of cystem x_c_^−^ transporter-related protein (xCT), a cystine antiporter x_c_^−^ system, in T24 human bladder cancer cells. The *xCT* gene regulatory region has both ARE and AAREs, and Nrf2 and ATF4 cooperatively modulate *xCT* gene expression by interacting with each other within the gene regulatory regions [19]. However, the significance of Nrf2 and ATF4 cooperation remains largely unclear.

Here we have studied the impact of ATF4 on CA-inducible gene expression in U373MG cells. We found that 50 μM of CA activate ATF4 in addition to Nrf2, and these two transcription factors cooperatively activate CA induction of antioxidant genes and *NGF*. These results provide evidence of a novel mechanism of CA action, which is mediated by Nrf2 and ATF4 collaboration.

## 2. Results

### 2.1. Dose-Dependent Induction of NGF and AKR1B10 by CA

In previous work, we demonstrated that CA induces *NGF* gene expression in an Nrf2-dependent manner in T98G and U373MG human glioblastoma cells [6,7]. A subsequent dose-response analysis revealed that CA remarkably induced *NGF* in U373MG cells at a high-dose (50 μM) (Figure 1A), which is reminiscent of our previous observation in T98G glioblastoma cells [20]. *NGF* was only marginally induced by 10 or 20 μM of CA (1.3- or 1.5-fold, respectively), but strongly induced by 50 μM of CA (19.7-fold) (Figure 1A). On the other hand, aldo-keto reductase 1B10 (*AKR1B10*), which is known as a typical Nrf2/ARE gene, was induced 13.7-fold by 10 μM CA and 26.9-fold at 50 μM of CA (Figure 1B). Curiously, *tert*-butylhydroquinone (tBHQ, a classical Nrf2 inducer), only slightly affected *NGF* gene expression even at a high-dose (2.0-fold at 50 μM of tBHQ), but significantly induced *AKR1B10* to relatively the same extent as CA (15.8-fold at 50 μM of tBHQ) (Figure 1A,B). Surprisingly, CA and tBHQ similarly induced Nrf2 protein accumulation, although they resulted in varying *NGF* induction (Figure 1A,C). Furthermore, Nrf2 knockdown completely abolished CA induction of *AKR1B10*, but only partially decreased that of *NGF*, although Nrf2 accumulation was below the level of detection (Figure 1D–F). Taken together, these results suggest that the gene regulatory mechanism of *NGF* is distinct from that of *AKR1B10* and that the *NGF* gene is regulated not only by Nrf2 but also by unknown factor or factors.

### 2.2. High-Dose CA Activates the ATF4 Pathway

To investigate the molecular mechanism involved in high-dose CA induction of *NGF*, we performed a transcriptome analysis of U373MG cells treated with DMSO (vehicle) or CA (50 μM). Transcriptome data were obtained by a conventional DNA chip-based microarray analysis as described in Section 4.3. 

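In the U373MG astrocytoma cells, 66 probes were at least 2.5-fold higher and 53 were at least 2.5-fold lower after 24 h with 50 μM of CA than with DMSO. Of the 8965 named genes bright enough to compare, 241 (2.69%) were at least 1.5-fold higher with CA in 2 separate pairs of arrays, and 247 (2.76%) were at least 1.5-fold lower in both. Among genes in common use as references, the 19 ribosomal protein genes measured had a median log2 ratio of -0.05 in CA over DMSO and 0.11 in CA + edaravone over edaravone, and the 9 housekeeping genes measured -0.25 and -0.15. Not all of the 9 were stable, since 2 were at least 1.5-fold lower in CA over DMSO and 1 of these also in the second ratio, where the lowest log2 ratio was -2.05. None of the 9 was higher by as much in either. Markers of other brain cell types, such as neurons, microglia and endothelium, stood at medians of -0.06 and 0.33 in these pairs over 8 measured genes, of which 3 were at least 1.5-fold higher in the latter. Genes of glycolysis and the hypoxia response were high on the DMSO array, and 14 of the 20 measured were at least 1.5-fold lower with CA, at a median of -0.73, but none was lower by as much with CA + edaravone than with edaravone, where the median was -0.15 and 2 were higher. Total RNA was labelled with Cy5 and hybridized to single-color 3D-Gene oligo chips, with cells kept in medium with 3% FBS. The series holds 4 arrays, 1 each for DMSO, CA, edaravone (1 mM, a radical scavenger) and CA together with edaravone, and the paper reports the DMSO and CA arrays. Because CA over DMSO has no replicate, it was compared with CA + edaravone over edaravone, a second pair which shares no array with it but differs from it by the presence of edaravone. The authors deposited 1 normalized intensity per probe on a linear scale, with a median of 40 on every array, and neither the scaling nor the treatment of background is described in the paper's text. Of 24267 probes, 1065 had no value on the DMSO array, 1537 with edaravone, 1002 with CA and 916 with both. Ratios were taken on the log2 scale for the 16578 probes with a value on all 4 arrays and a mean log2 signal above the 25th percentile. Their median log2 ratio was -0.0042 in CA over DMSO and 0.12 in the second pair. Across these probes, which are not independent replicates, the log2 ratios of the CA pairs correlated with Pearson's r of 0.45 and Spearman's rho of 0.40. Of the 66 probes higher with CA, 52 were at least 1.5-fold higher in the second pair, and of the 53 lower probes, 31 were at least 1.5-fold lower. At 1.5-fold in each pair, 411 probes were higher and 407 lower in both, against 128 and 81.4 for unrelated pairs. A further 36 were higher then lower and 25 lower then higher. An additive limma fit of CA and edaravone over the 4 arrays, with 1 residual degree of freedom that also holds any interaction, called 149 probes higher and 159 lower with CA at an adjusted p under 0.05. After quantile normalization, the same fit called 40 higher and 24 lower.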

As expected, microarray analysis showed upregulation of the expression of several Nrf2 target genes in CA-treated samples, such as *AKR1B10*, *HO-1*/*HMOX1*, and *TXNRD1* (18.8-, 12.0-, and 4.6-fold, respectively) (Figure 2A, Supplementary Table S1). 

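Genes that Nrf2 activates through antioxidant response elements were higher with CA as a group. Of 30 measured members of a list of such targets, 19 were at least 1.5-fold higher than with DMSO and none was at least 1.5-fold lower, with a median log2 ratio of 0.80 that exceeded all 10000 random gene lists of like signal. *HMOX1*, which encodes the heme-degrading enzyme HO-1, had an intensity of 837 with DMSO and 10059.5 with CA, a 12.0-fold difference, and was 19.8-fold higher in CA + edaravone over edaravone. *AKR1B10*, an aldo-keto reductase, went from 85.8 to 1181, a 13.8-fold difference, against 3.19-fold in the second pair, where the edaravone array already stood at 269. *TXNRD1*, for thioredoxin reductase, was 4.63-fold higher with CA and 2.33-fold higher in the second pair. The aldo-keto reductases *AKR1C1* and *AKR1C2* were 7.29- and 7.50-fold higher than with DMSO, and 5.47- and 3.58-fold higher than with edaravone alone. For the subunits of the enzyme that limits glutathione synthesis, *GCLC* was 3.42-fold and *GCLM* 1.71-fold higher, and in the second pair 4.11- and 2.37-fold. *SRXN1* (listed as C20orf139), which reduces oxidized peroxiredoxins, was 3.95- and 6.16-fold higher in these pairs. *NQO1*, a quinone reductase with an intensity of 12827 in DMSO-treated cells, differed less, by 1.78-fold and 1.27-fold. *NFE2L2*, the gene of Nrf2 itself, had a ratio of 0.892 in CA over DMSO and 1.29 in the second pair. By RT-qPCR in siRNA-transfected cells, the paper reports an induction of this mRNA by CA (Figure 3C), which the CA over DMSO ratio did not show. Among 15 genes of heme and iron handling, 4 were at least 1.5-fold higher, with a median of 0.26 (0.44 in the second pair), *HMOX1* among them along with the ferritin gene *FTL* at 1.56-fold, which was 1.37-fold higher in the second pair. Proteasome subunit genes, of which 26 were measured, had medians of 0.08 and 0.02 in the 2 pairs, with 1 member, *PSMD8*, 1.78-fold and 1.31-fold higher. In both pairs 17 of the 30 Nrf2 targets passed 1.5-fold upward. Supplementary Table S1, chosen by the study on these arrays, names 11 of the 30, and of the other 19, 8 were at least 1.5-fold higher with CA at a median log2 ratio of 0.50, and 9 in the second pair at a median of 0.53. The limma fit called 13 of all 30 targets, those in the table included, higher at an adjusted p under 0.05 (24 when adjusted over the list alone), and 9 after quantile normalization.

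**Figure D1:**
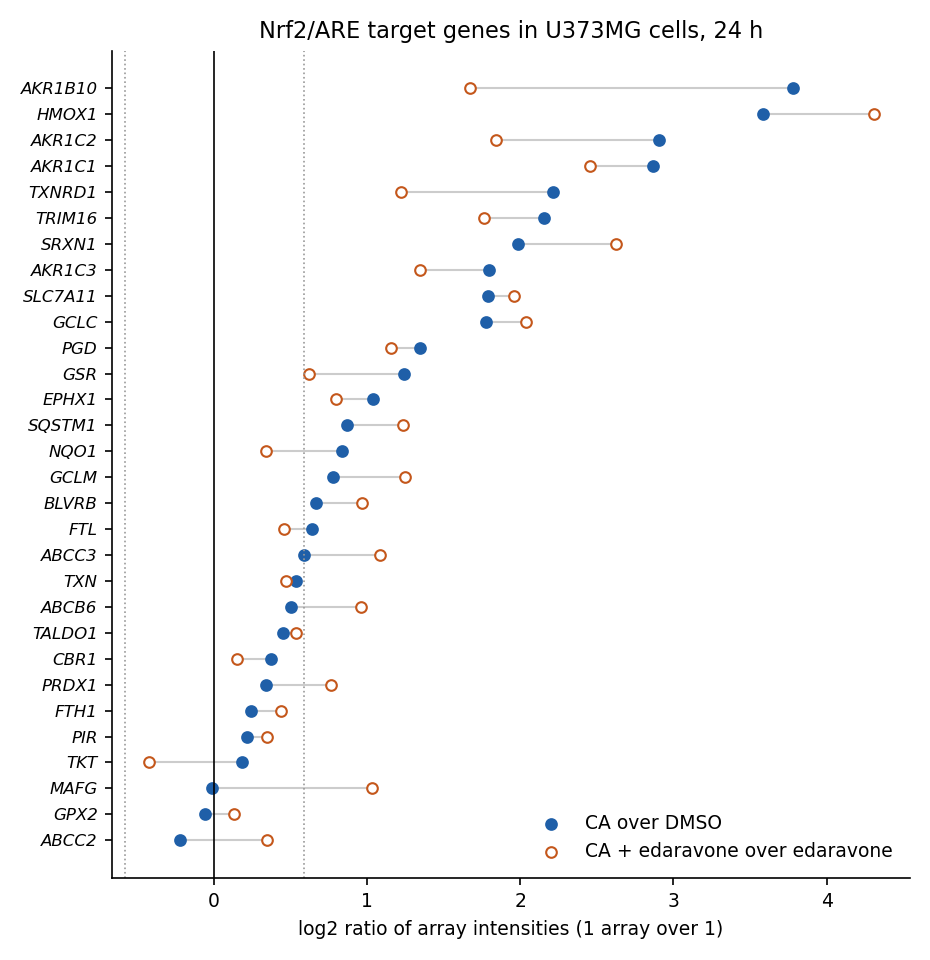
Log2 ratio of array intensities for the 30 measured Nrf2 targets, with filled points for CA over DMSO and open points for CA + edaravone over edaravone, 1 array over 1 in each. Dotted lines mark 1.5-fold, and 20 genes lie beyond it upward in the second pair, with none beyond it downward in either.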

Although CA reportedly functions as an agonist of peroxisome proliferator-activated receptor γ (PPARγ) [21], PPARγ pathway gene inductions were not observed in U373MG cells (data not shown). 

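Targets of PPARγ, the nuclear receptor of fat storage and lipid handling, showed no common direction in CA-treated cells. Of 10 measured target genes, none was at least 1.5-fold higher with CA than with DMSO and 1, the cholesterol exporter *ABCA1*, was at least 1.5-fold lower. The largest ratios in either direction belonged to *ABCA1*, 1.76-fold lower, *PCK1*, a gluconeogenic enzyme, 1.39-fold lower, *CIDEC*, a lipid droplet protein, 1.36-fold lower, and *FABP4*, a fatty acid carrier, 1.21-fold higher. In CA + edaravone over edaravone, *ABCA1* was 1.49-fold higher and *FABP4* was 1.61-fold lower. The median log2 ratio of the list was 0.08, at percentile 74.8 of random lists, and 0.16 in the second pair at percentile 57. The additive limma fit called 0 members over all probes, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05. Of the 27 genes on the list, 22 had a named probe, and 12 of these were too dim to compare or lacked a value on an array. Among the 12 were *CD36*, *LPL*, *PLIN2*, *ANGPTL4* and *PDK4*, so the result covers only the 10 genes read. *PPARG* itself was also among them, with intensities of 8.70 with DMSO and 7.00 with CA against a limit of 10.8, so that no ratio of the receptor's own gene was read.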

Notably, with CA treatment, we found upregulation of *ATF4* (2.6-fold) and ATF4/AARE genes, such as asparagine synthetase (*ASNS*) and tribbles homolog 3 (*Trib3*) (4.1- and 2.5-fold, respectively) (Figure 2A, Supplementary Table S1). 

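Most known ATF4 targets of amino acid supply and of tRNA were higher with CA, in both pairs of arrays. Of 14 factors and effectors of the integrated stress response, 4 were at least 1.5-fold higher in both. *ATF4*, the transcription factor of this response, had an intensity of 824 with DMSO and 2156 with CA, a 2.62-fold difference, and was 5.71-fold higher in CA + edaravone over edaravone. *ASNS*, which makes asparagine, went from 438 to 1789.7 (4.09-fold), and *TRIB3*, a pseudokinase induced by stress, from 259 to 642 (2.48-fold). Their ratios in the second pair were 10.3 and 23.6. In a group of 13 known ATF4 targets that act on tRNA, made up of 12 aminoacyl-tRNA synthetase genes and the gene of a tRNA export receptor, 12 were at least 1.5-fold higher with CA, at a median log2 ratio of 0.98, with *LARS1* (listed as LARS) 2.79-fold, *MARS* 2.63-fold and *GARS* 2.32-fold higher, and 3.24-, 4.95- and 8.90-fold in the second pair. Of 6 cytosolic synthetase genes outside ATF4 control, none passed 1.5-fold, and their median was 0.25, against 1 and 0.33 in the second pair. Among 9 amino acid transporter genes, 6 were at least 1.5-fold higher, at a median of 0.74, with the cystine antiporter *SLC7A11* 3.45-fold and the glutamine carrier *SLC1A5* 2.80-fold higher (3.88- and 6.05-fold in the second pair). The group of 12 genes for amino acid synthesis and one-carbon metabolism held 8 that were at least 1.5-fold higher and none that was lower by as much, at a median of 1.16. These 3 ATF4 target groups exceeded all 10000 random lists of like signal, and in the second pair their medians were higher still, at 1.88 for the tRNA group, 1.96 for the transporters and 2.51 for amino acid synthesis. Transcription factors and effectors of the stress response stood nearer to their DMSO values, at a median of 0.23 over 14 genes (percentile 99.2), with 4 higher and 2 lower by 1.5-fold. In this group *DDIT3*, which encodes CHOP, was 1.17-fold higher and *DDIT4* was 1.99-fold lower with CA, while in the second pair they were 5.66- and 1.57-fold higher and the median was 2.29. Over the 48 genes of the 4 groups, 30 were at least 1.5-fold higher in both pairs and 1, the lipoprotein receptor gene *VLDLR*, was lower in both. The limma fit called 26 of the 48 higher, and 9 after quantile normalization. When adjusted over the list alone, it called 11 genes of amino acid synthesis, 7 transporters, 13 members of the tRNA group and 9 stress response genes higher, with 1 of the latter lower. Of the 48 genes, 14 stand in Supplementary Table S1, which was drawn from these arrays, and of the other 34, 16 were at least 1.5-fold higher with CA and 2 lower, against 30 and 1 in the second pair. From the higher expression of *ATF4* and its targets on the arrays, the paper went on to RT-qPCR, immunoblots, reporter assays and ChIP of ATF4 at the *ASNS* gene (Figure 2B–H). It also used inhibitors of transcription and translation, and other human cancer cell lines (Supplementary Figure S1A–C). From all of these, the paper proposes that CA at a high dose activates the ATF4 pathway as well as that of Nrf2.

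**Figure D2:**
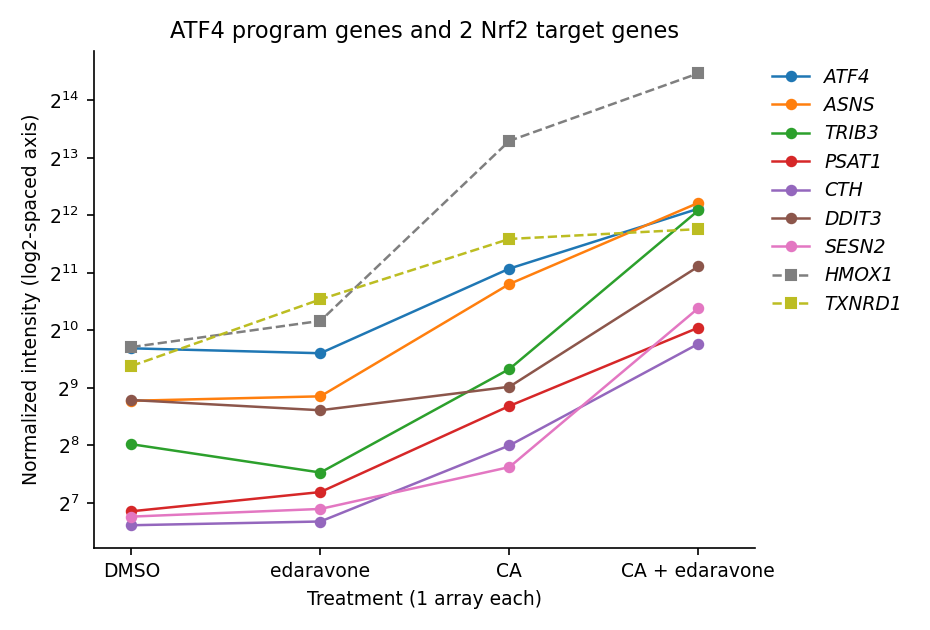
Normalized intensity of 7 ATF4 program genes (solid lines) and the Nrf2 targets *HMOX1* and *TXNRD1* (dashed lines) on each of the 4 arrays, on a log2-spaced axis. *ATF4* stands at 824 with DMSO, 777 with edaravone, 2156 with CA and 4439 with both.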

To confirm the microarray result, we next performed RT-qPCR and immunoblot analysis. Curiously, the induction of ATF4 mRNA and protein was specifically observed by treatment with 50 μM, but not 10 or 20 μM of CA, whereas Nrf2 protein induction was detectable following addition of 10 μM of CA and increased until 50 μM of CA (Figure 2B,C). Similar to ATF4 expression, the ATF4 target genes *ASNS*, *Trib3*, and C/EBP homologous protein (*CHOP*), which are regulated in an AARE-dependent manner, were significantly induced by 50 μM, but not 10 or 20 μM of CA (Figure 2D). Inhibition of transcription or translation (by actinomycin D (ActD) or cycloheximide (CHX), respectively) abolished CA induction of ATF4 protein as well as mRNA (Figure 2E,F), suggesting the requirement of *de novo* mRNA and protein synthesis for CA induction of ATF4, although CHX treatment slightly up-regulated *ATF4* mRNA expression even in the absence of CA by unknown reason. ATF4 activation was also confirmed by reporter assay and chromatin immunoprecipitation (ChIP) analysis. The luciferase reporter gene, which contains the AARE of the human *ASNS* gene (pAARE-SV), as well as the Nrf2-responsive ARE-driven reporter gene (pARE-SV), was significantly upregulated by 50 μM of CA (Figure 2G). CA-inducible ATF4 recruitment to the AARE within the human *ASNS* gene promoter was also observed by ChIP analysis (Figure 2H). ATF4 activation by CA was also observed in other human cancer cell lines, such as HeLa, Caco-2, and HepG2 cells, suggesting that CA induction of ATF4 is not restricted to astrocytoma cells, although they exhibited varying CA dose-dependency (Supplementary Figure S1A–C). Collectively, these results suggest that high-dose CA activates the ATF4 and Nrf2 pathways. Because Nrf2 functions primarily in astrocytes during protection against neurodegeneration [11], in the present study, we focused on elucidating the role of CA within U373MG human astorcytoma cells.

### 2.3. Nrf2 and ATF4 Cooperatively Contribute to CA-Inducible NGF Gene Expression and Other Antioxidant Genes

We performed RNA interference (RNAi) experiments to investigate the role of Nrf2 and ATF4 in individual CA-inducible genes. Knockdown of Nrf2 and ATF4 was validated by immunoblot and RT-qPCR analyses (Figure 3A–C). Intriguingly, knockdown of either Nrf2 or ATF4 significantly reduced CA induction of the *NGF* gene in U373MG cells (Figure 3D). On the other hand, CA induction of *AKR1B10* was almost totally abolished by Nrf2 knockdown but only slightly by ATF4 knockdown without reaching statistical significance (Figure 3E). CA induction of *ASNS* and other ATF4 target genes, such as *Trib3* and *CHOP*, was abolished by ATF4 knockdown, but not by Nrf2 knockdown (Figure 3F, and Supplementary Figure S1D,E). These results indicate that *AKR1B10* is regulated mainly by Nrf2, whereas *ASNS* gene expression is regulated exclusively by ATF4.

Of note, similar to *NGF*, several antioxidant genes of the Nrf2/ARE pathway, such as *HO-1*, *TXNRD1*, *xCT*, glutamate-cysteine ligase catalytic subunit (*GCLC*), and glutamate-cysteine ligase modifier subunit (*GCLM*), were also significantly increased by 50 μM of CA versus the same dose of tBHQ (Supplementary Figure S2A–E). Consistently, induction of these genes by 50 μM of CA was reduced by either Nrf2 or ATF4 knockdown and severely diminished by Nrf2 and ATF4 double knockdown (Figure 3G,H, and Supplementary Figure S3A–D). Conversely, *NQO1* was similarly induced by 50 μM of CA as well as 50 μM of tBHQ, while ATF4 knockdown did not significantly affect CA induction of *NQO1* gene expression (Supplementary Figures S2F and S3E), suggesting that ATF4 affects Nrf2/ARE gene expression in a gene-specific manner. Nrf2 and ATF4 cooperation was also confirmed by Nrf2 and ATF4 coactivation by tBHQ and tunicamycin (Tm). Of note, tBHQ activated Nrf2, but failed to activate ATF4, which may correlate with poor *NGF* inducibility (Figure 4A,B). Tm is an endoplasmic reticulum (ER) stressor that activates ATF4 through the ER stress/PERK pathway. Although ER stress was previously shown to activate Nrf2 through PERK [22], Tm did not activate Nrf2 in U373MG cells at a dose of 2 μg/mL (Figure 4A). In concordance with knockdown experiments, tBHQ and Tm cotreatment highly induced *NGF* compared with tBHQ or Tm treatment alone (Figure 4B). On the other hand, tBHQ/Tm cotreatment rather decreased *AKR1B10* expression compared with tBHQ alone (Figure 4C). In contrast, Tm-induced *ASNS* expression was unaffected by tBHQ addition (Figure 4D). These results indicate that Nrf2 and ATF4 coactivation enhances *NGF* gene expression, while ATF4 activation alone is sufficient to induce *NGF*. As expected, tBHQ and Tm cotreatment also enhanced the expression of antioxidant genes, including *HO-1* and *TXNRD1*, when compared with tBHQ or Tm treatment alone (Figure 4E,F). A cooperative effect of tBHQ and Tm on *NGF* and *HO-1* expression was also observed in normal human astrocytes (NHAs) (Supplemental Figure S4A,B), suggesting that ATF4 and Nrf2 cooperation is not limited to cancer cells. These results indicate that marked *NGF* induction by high-dose CA is due to Nrf2 and ATF4 coactivation.

### 2.4. CA Activates ATF4 through the ISR Pathway

The integrated stress response (ISR) plays a major role in ATF4 activation following stress [12,16]. In an ISR system, distinct stress signals activate one of eIF2α kinases and are coupled to the phosphorylation of eIF2α at serine 51, and phospho-eIF2α suppresses global translation, but enhances ATF4 translation, by modulating eukaryotic initiation factor 2B (eIF2B) activity [12,16]. To investigate the role of eIF2α phosphorylation during CA induction of ATF4, we performed an immunoblot analysis using an anti-phospho-eIF2α antibody. A time-course analysis revealed that 50 μM of CA induced eIF2α phosphorylation with a peak at 2 h, and subsequent ATF4 induction was observed in U373MG cells (Figure 5A). Inhibition of protein synthesis was also observed with 50 μM of CA (Figure 5B), suggesting that CA suppresses global translation through eIF2α phosphorylation. Furthermore, ISRIB (an ISR inhibitor), which reverses the effect of eIF2α phosphorylation by activating eIF2B [23], abolished CA induction of ATF4, but not Nrf2 (Figure 5C). CA induction of the ATF4 protein, *ATF4*, and its target *ASNS* genes was diminished in mutant mouse embryonic fibroblasts (MEFs), which harbor the non-phosphorylatable eIF2α mutant allele (MEF(A/A)) [24] (Supplementary Figure S5A–C). Collectively, these results suggest that CA enhances eIF2α phosphorylation to induce ATF4.

### 2.5. CA Activates ISR in An HRI-Dependent Manner

In mammals, four eIF2α kinases (HRI, PKR, PERK, and GCN2) phosphorylate eIF2α in response to various stresses [16,25]. To elucidate which eIF2α kinase may be responsible for CA induction of ATF4, we performed a knockdown experiment by using RNAi (Figure 6A,B). The knockdown efficiency of eIF2α kinases was confirmed by immunoblot analysis (Supplementary Figure S6A–D). Among these four eIF2α kinase knockdowns, only HRI knockdown completely abolished CA induction of the ATF4 protein and mRNA, as well as *ASNS* mRNA (Figure 6A,B, Supplementary Figure S6E). Previously, Min et al. reported that CA (at 40 μM) activates ATF4 through ER stress induction in human renal carcinoma Caki cells [26]. However, knockdown of PERK, which is responsible for ER stress-mediated ATF4 activation, did not affect CA induction of ATF4 (Figure 6A,B). In addition, CA did not induce ER stress-dependent splicing of X-box binding protein 1 (*XBP1*) mRNA and heat shock protein family A member 5 (*HSPA5*)/binding immunoglobulin protein (*BiP*) gene expression (Supplementary Figure S7A,B), suggesting that CA is unlikely to induce ATF4 through ER stress in U373MG cells. Together, these results indicate that CA activates ATF4 through the HRI/phospho-eIF2α pathway.

## 3. Discussion

Our studies on CA-inducible gene expression revealed the significance of ATF4-Nrf2 cooperation during the strong expression of *NGF* and other antioxidant genes in human cells. CA activated Nrf2 by Keap1 inactivation at a low (<20 μM) to high-dose (50 μM), but activated ATF4 at a high-dose (50 μM) via HRI- and p-eIF2α-dependent mechanisms (Figure 7). It is likely that low-dose CA is sufficient for the *S*-alkylation of Keap1, while high-dose CA (50 μM) is required for HRI activation. HRI-dependent eIF2α phosphorylation induces ATF4 protein as well as *ATF4* mRNA (Figure 6A,B, Supplementary Figure S8A,C). The evidence that CA targets Keap1 and HRI in a concentration-dependent manner suggests that CA functions as a multi-target compound like resveratrol. Resveratrol targets multiple proteins with different IC_50_ values and exhibits diverse biological effects [27]. It is possible that CA targets other proteins except for Keap1 and HRI, since CA exhibits various biological effects in addition to neuroprotective effect [28,29]. Further study is required for the elucidation of other CA target proteins.

The knockdown study clearly showed that 50 μM of CA-inducible genes can be categorized into three groups: genes primarily regulated by Nrf2 (*AKR1B10*, *NQO1*), by ATF4 (*ASNS*, *Trib3*), or by both Nrf2 and ATF4 (*NGF*, *HO-1*, etc.) (Figure 3 and Figure 7, Supplementary Figures S1 and S3). In general, Nrf2 and ATF4 mediate different stress responses [1,2,16,27]. Nrf2 is activated mainly by electrophiles or reactive oxygen species (ROS), whereas ATF4 is activated by divergent stresses, including heme deficiency, viral infection, ER stress, and amino acid deficiency [1,2,16,27]. Nrf2 transactivated gene expression through binding as an Nrf2/small Maf (sMaf) heterodimer to the *cis*-element ARE (consensus sequence of TGAC/GNNNGC, with N representing any base) [1,2,3], whereas ATF4 transactivates through AARE (consensus sequence of TGATGCAAT) as an ATF4/CCAAT/enhancer binding protein β (C/EBPβ) heterodimer or ATF4/C/EBPγ heterodimer, as recently reported [16,30,31]. AREs have been found in many antioxidant genes and phase II drug metabolizing genes, as well as proteasomal genes [1,2,3]. On the other hand, AAREs have been found in genes involved in amino acid metabolism, unfolding protein responses, autophagy, and apoptosis [12,16,30]. Recent reports also demonstrated that ATF4 regulates the oxidative stress response by regulating genes involved in transsulfuration pathway and one-carbon (1C) metabolism, promoting the synthesis of glutathione (GSH) and reduced form of nicotinamide-adenine dinucleotide phosphate (NADPH), although the role of AAREs in these genes still remains to be established [32]. 

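Enzymes of the transsulfuration pathway, which turns homocysteine into cysteine for glutathione, were higher in CA-treated U373MG cells on the arrays. *CBS*, for its entry step, had an intensity of 124 with DMSO and 413 with CA, a 3.34-fold difference. *CTH*, for the step that releases cysteine, went from 97.6 to 255, or 2.62-fold. The mitochondrial one-carbon enzyme *MTHFD2* was 2.82-fold higher, at 625 with DMSO and 1763 with CA. *PSAT1*, an enzyme of serine synthesis, which feeds one-carbon metabolism, was 3.56-fold higher, and *PCK2*, the mitochondrial PEP carboxykinase, 2.60-fold higher. In the second pair of arrays, CA + edaravone over edaravone, these 5 genes were all higher by more, *CBS* by 15.4-fold, *CTH* by 8.52-fold, *MTHFD2* by 9.82-fold, *PSAT1* by 7.26-fold and *PCK2* by 8.59-fold. *PGD*, which yields NADPH in the pentose phosphate pathway and is known as an Nrf2 target, was 2.53-fold and 2.23-fold higher. The limma fit gave adjusted p values of 0.00988 for *CBS*, 0.0128 for *CTH* and 0.00988 for *MTHFD2*, and 0.0553, 0.058 and 0.0573 after quantile normalization, with no replicate array of any condition. All cells were of 1 genotype without knockdown, so that dependence of these genes on ATF4 was not measured on the arrays.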

Consistently, our microarray analysis also identified the cystathione beta-synthase (*CBS*) and cystathione gamma-lyase (*CTH*) genes of the transsulfuration pathway and the methylenetetrahydrofolate dehydrogenase 2 (*MTHFD2*) gene of 1C metabolism as ATF4 targets, and CA induction of *CBS* and *CTH* exhibited ATF4-dependency (Supplementary Table S1, Supplementary Figure S1F,G).

In the present study, we firstly found that that *NGF* is largely regulated by ATF4 in addition to Nrf2 (Figure 7). By bioinformatics analysis, we found several ARE and AARE consensus sequences in the human *NGF* gene (data not shown); however, it remains unknown whether these elements are functional or not. To the best of our knowledge, only two genes, the cystine antiporter *xCT* and *p62/SQSTM1*, possess both ARE and AARE and are regulated by Nrf2 and ATF4, either independently or cooperatively [19,33,34,35,36]. We confirmed Nrf2- and ATF4-dependent CA induction of *xCT* or *p62* (Supplementary Figure S3A,B). In addition, we found that CA induction of other antioxidant genes, such as *HO-1*, *TXNRD1*, were also mediated by both Nrf2 and ATF4 (Figure 3G,H). Several studies also suggested ATF4 regulation of these antioxidant genes and its protective effects against oxidative stress [15,33,37]. However, it remains unclear how ATF4 affects the gene expression of *HO-1*, *TXNRD1*, *GCLC*, and *GCLM*. It is possible that these antioxidant genes have also unidentified functional AAREs, but it is of note that an ATF4-dependent, but AARE-independent, *HO-1* gene regulation mechanism has been reported. He et al. reported that ATF4 forms a heterodimer with Nrf2 and modulates *HO-1* gene expression through binding to the stress-responsive element (StRE), which contains AREs, but not AARE [15]. However, it is controversial whether the Nrf2/ATF4 heterodimer directly transactivates *HO-1* through StRE, since contradicting results were also reported, and the affinity of the Nrf2/ATF4 heterodimer to the StRE is significantly lower than that of the Nrf2/sMaf heterodimer [15,38]. Using ChIP analysis, Dey et al. reported that Nrf2 and ATF4 are recruited to the StRE-containing *HO-1* enhancers in a mutually dependent manner and cooperatively activate *HO-1* gene expression upon cancer cells’ detachment from the matrix (i.e., anoikis) [39]. We also showed that ATF4 is recruited to the ARE-containing region in the first intron of the *xCT* gene in an Nrf2-dependent manner upon proteasome inhibition [19]. The nature of this Nrf2-ATF4 interaction on the gene regulatory regions remains to be elucidated.

Several other indirect mechanisms may explain Nrf2-ATF4 cooperation. We previously demonstrated the possibility that ATF4 functions as a coactivator of Nrf2 in *xCT* gene regulation [19]. In addition, ATF4 regulates several genes that affect Nrf2 activity. Both p62 and sestrin-2 (SESN2) activate Nrf2 by degrading Keap1 through an autophagic mechanism [34,40]. Although *p62* and *SESN2* were induced by CA in an ATF4-dependent manner, knockdown of neither gene affected CA induction of *NGF* (data not shown). Curiously, ATF4 knockdown diminished CA induction of *Nrf2* mRNA, suggesting that ATF4 may regulate *Nrf2* gene expression in U373MG cells, although the Nrf2 protein level was largely unaffected by ATF4 knockdown (Figure 3A,C). On the contrary, in retinal pigment epithelial cells, Nrf2 directly transactivates the *ATF4* gene via binding to ARE at the *ATF4* gene promoter [41,42]. However, CA induction of *ATF4* mRNA was scarcely affected by Nrf2 knockdown, suggesting that Nrf2 is not involved in *ATF4* gene regulation within U373MG cells (Figure 3B). Further study is needed in order to elucidate how Nrf2 and ATF4 cooperatively modulate *NGF* and antioxidant gene expression.

At a low-dose, CA activates Nrf2 pathway only and exhibits moderate anti-oxidative effect, while at a high-dose, CA activates both Nrf2 and ATF4 to potentiate Nrf2 antioxidative pathway (Figure 7). Ehren and Maher previously reported that fisetin, a flavonoid, activates both ATF4 and Nrf2 and regulates glutathione homeostasis in the HT22 mouse hippocampal nerve cell line, although which eIF2α kinase is responsible for ATF4 activation by fisetin remains unknown [43]. In U373MG cells, GSH was significantly increased by treatment with 20 μM of CA, but not 50 μM of CA, although both *GCLC* and *GCLM* were significantly induced (data not shown, Supplementary Figure S2D,E). This paradoxical result could be explained in two ways: (1) a higher concentration of CA depletes cellular GSH by reacting with GSH thiol as suggested previously [9]; or (2) ATF4-mediated induction of cation transporter regulator-like protein 1 (CHAC1), a GSH degrading enzyme, decreases GSH [44]. In fact, CA strongly induced *CHAC1* in an ATF4-dependent manner (Supplementary Figure S1I). Since the overproduction of GSH causes reductive stress, ATF4 may regulate the redox balance by maintaining the GSH level. Inoue et al. also demonstrated 4-hydroperoxy-2-decenoic acid ethyl ester (HPO-DAEE), a synthetic derivative of royal jelly fatty acid, strongly induced *HO-1* by concomitant activation of both Nrf2 and ATF4 [45]. Thus, it would be of great interest to explore natural pharmacological agents that activate Nrf2 and ATF4.

In the present study, we showed that CA activates ATF4 through HRI-dependent pathway. In our preliminary experiments, HRI knockdown also diminished eIF2α phosphorylation (Supplementary Figure S8A) and reversed global protein synthesis inhibition by CA (Supplementary Figure S8B). In addition, CA induction of eIF2α phosphorylation was abolished in the mutant MEFs lacking all four eIF2α kinases (4KO) and restored by reconstitution of the *Hri* gene [46] (Supplementary Figure S7C). Furthermore, CA led to the appearance of a slower-migrating HRI band (Supplementary Figure S8F), which may correspond to the autophosphorylated form of HRI [47,48]. HRI is activated by various stresses in different cell types, such as heme deficiency, heat shock, osmotic, and oxidative stresses [48,49]. It was reported that the HRI/ATF4 pathway plays an important role in the protection from arsenite or cadmium-induced oxidative stress in erythroblasts, suggesting a functional similarity between the Keap1/Nrf2 and HRI/ATF4 pathways [50,51]. HRI has several cysteine residues, which are responsible for heme binding, with heme binding to HRI suppressing its kinase activity. It was reported that cysteine modifications by metal ions, such as Hg^2+^ and nitric oxide (NO), modulate HRI activity [52,53]. Since hemin attenuated the CA induction of ATF4, CA may affect heme binding to HRI (Supplementary Figure S8D). In addition, as CA covalently modifies the cysteine residues of Keap1 [9], we first speculated that CA directly alkylates cysteine residues of HRI. However, HRI was insignificantly pulled down by biotinylated CA (Supplementary Figure S8E), suggesting a much lower affinity of CA for HRI than Keap1, which is consistent with the fact that ATF4 activation requires a higher dose of CA than Nrf2 activation. In addition, it may be difficult to detect CA-HRI interaction by conventional pull-down experiment, since CA may decrease HRI stability by binding to HRI (Supplementary Figure S8F). In contrast, heat shock proteins, such as heat shock protein 70 (HSP70), mediate HRI activation by heat shock and oxidative stress, and the 2-oxoglutarate-dependent oxygenase 2-oxoglutarate and iron-dependent oxygenase domain containing 1 (OGFOD1) is associated with arsenite-induced HRI activation [54,55], suggesting that CA may indirectly activate HRI via these HRI associating factors. Curiously, piciferic acid lacking one hydroxyl group in the catechol ring from CA (redox insensitive) failed to activate both ATF4 and Nrf2 (Supplementary Figure S9), suggesting that redox regulation may participate in the CA activation of HRI as well as Keap1 inactivation. Further study is required to clarify the molecular mechanism by which CA activates HRI.

In ISR, eIF2α serine 51 phosphorylation plays an important role in the selective translation of ATF4 [16]. CA induction of ATF4 showed eIF2α phosphorylation dependency in U373MG and MEF cells (Figure 5A, Supplemental Figure S5A,B). However, slight ATF4 induction was still observed in CA-treated MEF(A/A) (Supplemental Figure S5A,B), indicating that the phospho-eIF2α-independent pathway may be also be involved in CA induction of ATF4 in MEFs. Recent studies suggested that mTORC1 activates ATF4 in a phospho-eIF2α-independent manner in MEFs [56]. Further study is required to elucidate the mechanism by which CA activates ATF4 in MEFs. Although ATF4 activity is mainly regulated by posttranscriptional mechanisms, CA also upregulates *ATF4* gene expression (Figure 2B). ATF4 and nuclear protein 1 (NUPR1) (a downstream gene of ATF4) transactivate *ATF4* gene transcription [57,58]. Since *de novo* protein synthesis is required for CA induction of *ATF4* (Figure 2E,F), positive feedback regulation by ATF4 itself or NUPR1 may be involved in CA induction of *ATF4*.

A number of studies demonstrated that Nrf2 activation by pharmacological agents or phytochemicals is beneficial for oxidative stress-associated disorders, such as neurodegenerative disease [1,3]. As ATF4 may be activated by several cellular stresses, including mitochondrial and ER stress [59], additional pharmacological activation of Nrf2 could strongly induce *NGF* and other antioxidant genes (Figure 1A, Supplemental Figure S2). Thus, strong *NGF* induction mediated by Nrf2 and ATF4 in astrocytes may be promising for the prevention of Alzheimer’s disease, as the survival of cholinergic neurons that are specifically damaged in the early phase of Alzheimer’s disease is dependent on NGF [60]. Of note, ATF4-induced CHOP is involved in ER and oxidative stress-mediated cell death. It was reported that Nrf2 suppresses *CHOP* gene expression by inhibiting ATF4 binding to AARE at the *CHOP* gene promoter in thyroid cancer cells [61]. Although CA induction of CHOP was not affected by Nrf2 knockdown in U373MG cells (Supplemental Figure S1E), cross talk between Nrf2 and ATF4 may determine cell fate during therapeutic Nrf2 activation within many degenerative diseases.

In summary, our findings provided novel insight into the understanding of the mechanism of CA action, and *NGF* and antioxidant gene regulation mediated by Nrf2 and ATF4.

## 4. Materials and Methods

### 4.1. Materials

Carnosic acid, carnosol, and rosmarinic acid were supplied by Nagase Co LTD. (Kobe, Japan). Piciferic acid was purchased from Tokyo Chemical Industry (Tokyo, Japan). Dimethylsulfoxide, actinomycin D, cycloheximide, tunicamycin, and hemin were obtained from Wako Pure Chemicals (Osaka, Japan). The *tert*-butylhydroquione (tBHQ) was obtained from Kanto Chemical (Tokyo, Japan). ISRIB was obtained from Sigma-Aldrich (St. Louis, MO, USA). Primary antibodies against ATF4 (CREB2) (C-20), Nrf2 (H-300), lamin B (M-20), and HSP90α/β (AC88) were obtained from Santa Cruz Biotechnology (Dallas, TX, USA), and primary antibodies against eIF2α (9722S) and phospho-Ser51 eIF2α (9721S) were purchased from Cell Signaling Technology (Danvers, MA, USA). Secondary antibodies against rabbit and goat immunoglobulin G (IgG) were obtained from Life Technologies (Carlsbad, CA, USA) and Santa Cruz Biotechnology, respectively. Hemin was purchased from ICN Biomedicals (Irvine, CA, USA). Hemin stock solution (100×) was made by dissolving hemin in 20 mM NaOH.

### 4.2. Cell Culture and Treatment

U373MG cells were obtained from European Collection of Authenticated Cell Cultures (Salisbury, UK). HeLa cells were purchased from ATCC (Manassas, VA, USA). U373MG and HeLa cells were cultured in high glucose DMEM (Sigma-Aldrich, St. Louis, MO, USA) supplemented with 10% FBS and 1x penicillin/streptomycin (Life Technologies, Carlsbad, CA, USA). NHAs were obtained from Lonza (Walkersville, MD, USA) and cultured in astrocyte growth medium (Lonza, Walkersville, MD, USA). Isogenic eIF2α(S/S) and eIF2α(A/A) MEFs were generously given by Randal J. Kaufman (Sanford Burnham Prebys Medical Discovery Research Institute, La Jolla, CA, USA) [24]. Mutant MEF lines lacking four eIF2α kinases (4KO) and their revertants (reconstituted by Hri, Pkr, Perk, or Gcn2) were established by S. Taniuchi and S. Oyadomari [46]. MEFs were maintained in DMEM with 10% FBS plus essential and nonessential amino acids and 1x penicillin/streptomycin (Life Technologies, Carlsbad, CA, USA). Cells were maintained at 37°C in a 5% CO_2_ incubator. For CA treatment, passaged cells were incubated overnight, then the medium was replaced with DMEM supplemented with 3% FBS. After 24 h incubation, the cells were administered with either vehicle (0.1% DMSO), or the appropriate concentration of CA.

### 4.3. Microarray Analysis

U373MG cells were passaged at a concentration of 1.0 × 10^6^ cells/10 cm dish and incubated overnight. The next day, media was changed to fresh DMEM/3% FBS. After 24 h incubation, the cells were administered with either DMSO or 50 μM of CA for 24 h. Total RNAs were prepared using an RNeasy RNA extraction kit according to the manufacturer’s protocol (Qiagen, Hilden, Germany). Microarray analyses were performed using the 3D-Gene Human Oligo chip 25k microarray platform (TORAY, Kamakura, Japan). The fold induction of each gene expression was calculated using Excel software (Microsoft, Redmond, WA, USA). The heat map image was generated by using the web-based program Matrix2png (https://matrix2png.msl.ubc.ca). The microarray data was deposited in the Gene Expression Omnibus (GEO) database (Accession GSE129001).

### 4.4. Quantitative Reverse Transcription PCR (RT-qPCR)

Total RNAs were extracted using TRIzol reagent (Life Technologies, Carlsbad, CA, USA) and reverse transcribed using a PrimeScript II RT kit (Takara Bio, Otsu, Japan) to obtain cDNA samples. qPCR analysis was performed by using SYBR Premix EX Taq II (Takara Bio, Otsu, Japan) and a CFX96 thermal cycler (Bio-Rad, Hercules, CA, USA) as previously described [19]. The sequence of primers used is listed in Supplementary Table S2.

### 4.5. Preparation of Cell Lysate

The cytosolic or nuclear extracts were prepared as previously described [19]. Briefly, DMSO- or CA-treated cells were dissolved in hypotonic buffer (10 mM Hepes-KOH (pH 7.9)/10 mM KCl/0.1 mM EDTA) supplemented with a protease inhibitor cocktail and PhosSTOP (Roche, Mannheim, Germany), and NP-40 (Wako, Osaka, Japan) was then added to a final concentration of 0.6%. After centrifugation, the supernatants were stored as the cytosolic fraction, and the separated nuclear pellets were used as the nuclear fraction preparation. To prepare whole cell lysate, the cells were then directly lysed with RIPA buffer (50 mM Tris-HCl (pH 8.0)/150 mM NaCl/1% NP-40/0.5% Na-DOC/0.1% SDS) supplemented with protease inhibitor cocktail and PhosSTOP (Roche, Basel, Switzerland). The protein concentration was determined using a BCA Protein Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA).

### 4.6. Immunoblot

The protein samples were boiled in Laemmli buffer and electrophoresed under reducing conditions on 8% or 10% SDS-PAGE. Proteins were transferred onto polyvinylidene difluoride (PVDF) membranes (Millipore, Billerica, MA, USA) and blocked with 1% skim milk (Wako, Osaka, Japan) or 1% BSA/PBST (PBS(-)/0.1% Tween20) solutions. Primary antibodies against ATF4, Nrf2, lamin B, eIF2α, phospho-Ser51 eIF2α, or HSP90α/β were diluted 1:1000 in 1% BSA/PBST and incubated overnight at 4°C. The primary antibody against PKR was diluted 1:200 in 1% BSA/PBST. After washing with PBST, the membrane was treated with HRP-labeled secondary antibodies (1:5000) against rabbit or goat IgG for 1 h at room temperature. The immunoreactive bands were visualized using ImmunoStar chemiluminescent reagent (Wako, Osaka, Japan).

### 4.7. RNA Interference

The small interfering RNA (siRNA) duplex oligonucleotides targeting human ATF4, Nrf2, HRI, PKR, PERK, and GCN2 were synthesized against the following target sequences: hATF4, 5′-GCC TAG GTC TCT TAG ATG A-3′; hNrf2, 5′-GAG TAT GAG CTG GAA AAA C-3′; hHRI#1, 5′-GAA GTT CTA ACA GGT TTA A-3′; hHRI#2, 5′-GGA CCA ACA GAA ACG GGA A-3′; hPKR, 5′-CGT TGC TTA TGA ATG GTC T-3′; hPERK, 5′-TGG ACC ATG AGG ACA TCA G-3′; hGCN2, 5′-CAG CAG AAA TCA TGT ACG A-3′. A negative control siRNA duplex (cat. #1027310, Qiagen, Hilden, Germany) was used for negative control experiments. For siRNA transfection, 1 × 10^5^ cells were seeded in 12-well plates. The following day, the cells were transfected with 30 nM negative control or gene-specific siRNAs using Lipofectamine RNAiMax Transfection Reagent (Life Technologies, Carlsbad, CA, USA). The medium was replaced with fresh DMEM containing 3% FBS 4 h after transfection. After 20 h incubation, the transfected cells were administered either DMSO or 50 μM of CA for 6 h or 24 h prior to immunoblot or RT-qPCR analysis.

### 4.8. Transient Transfection and Luciferase Assay

To construct pAARE-SV and pARE-SV reporter plasmids, oligonucleotide duplexes containing four AAREs of the human *ASNS* gene (sense, 5′-GAT CTA AGT TTC ATC ATG CCT AAG TTT CAT CAT GCC TGG ATC TAA GTT TCA TCA TGC CTA AGT TTC ATC ATG CCT G-3′; antisense, 5′-GAT CCA GGC ATG ATG AAA CTT AGG CAT GAT GAA ACT TAG ATC CAG GCA TGA TGA AAC TTA GGC ATG ATG AAA CTT A -3′; AAREs are underlined) and four AREs of the mouse *GSTA1* gene (sense, 5′-GAT CTA ATG TGA CAA AGC AAC TTA ATG TGA CAA AGC AAC TGG ATC TAA TGT GAC AAA GCA ACT TAA TGT GAC AAA GCA ACT G-3′; antisense, 5′-GAT CCA GTT GCT TTG TCA CAT TAA GTT GCT TTG TCA CAT TAG ATC CAG TTG CTT TGT CAC ATT AAG TTG CTT TGT CAC ATT A-3′; AREs are underlined) were subcloned into the BglII site of the pGL3 promoter vector (Promega). The nucleotide sequences of all constructs were confirmed by sequencing. For transient transfection, HeLa cells were seeded in 24-well plates 1 day before transfection at a density of 3 × 10^4^ cells/well. The next day, the medium was refreshed with DMEM/3% FBS, and cells were transfected with 400 ng plasmid DNAs (200 ng reporter plasmid and 200 ng co-reporter plasmid (pRL-TK)) using FuGENE HD transfection reagent (Promega, Madison, WI, USA). After 4 h of transfection, medium was changed and DMSO or 50 μM of CA was added. After 20 h incubation, cells were harvested and subjected to a luciferase assay. Luciferase activity was measured using Dual-Luciferase Assay Reagent (Promega).

### 4.9. ChIP Assay

The ChIP assay was performed as previously described [19]. Briefly, U373MG cells were passaged at a density of 1 × 10^6^ cells/10 cm dish and incubated overnight. The next day, the media was refreshed with DMEM/3% FBS. After 24 h incubation, cells were treated with either DMSO or 50 μM of CA for 6 h, fixed with 1% formaldehyde for 10 min at 37°C and lysed with ChIP lysis buffer. The cell lysate was sonicated and subjected to immunoprecipitation with normal rabbit IgG or anti-ATF4 antibody (Santa Cruz Biotechnology, Dallas, TX, USA). The immunoprecipitated DNA was purified and subjected to qPCR analysis. The primer sequences used are as follows: *hASNS*-AARE, 5′-TGG TTG GTC CTC GCA GGC AT-3′ and 5′-CGC TTA TAC CGA CCT GGC TCC T-3′.

### 4.10. Metabolic Labeling

HeLa cells were seeded in 6 cm dishes at a density of 4 × 10^5^ cells/dish and incubated overnight. The next day, media was replaced with fresh DMEM/3% FBS and transfected with either control or anti-HRI siRNA. Following overnight incubation, media was replaced with methionine-free DMEM supplemented with 3% dialyzed FBS (Life Technologies, Carlsbad, CA, USA) for 30 min, and DMSO or CA (final concentration 50 μM) was then added to the culture. After a 30-min incubation, 50 μM L-azidohomoalanine (AHA, Life Technologies, Carlsbad, CA, USA) was added to the cells to label nascent proteins. Following 3 h of additional incubation, cells were washed with PBS once and lysed in lysis buffer (1% SDS/Tris (pH 8.0)) containing protease inhibitors to yield cell lysates. The protein concentration of the cell lysate was measured using a BCA Protein Assay Kit (Thermo Fisher Scientific). Fifty microgram protein samples containing AHA-labeled protein were biotinylated using biotin alkyne and a Click-iT Protein Reaction Buffer Kit according to the manufacturer’s protocol (Life Technologies). The labeled protein was then subjected to SDS-PAGE and transferred onto a PVDF membrane (Pall Corporation, Port Washington, NY, USA). To confirm equal loading, the PVDF membrane was stained with a MemCode Reversible Protein Stain Kit (Life Technologies). After removal of the MemCode stain, the membrane was blotted with Streptavidin-Biotinylated HRP Complex (GE Healthcare, Milwaukee, WI, USA) and visualized with ImmunoStar reagent (Wako Pure Chemicals, Osaka, Japan).

### 4.11. Pull-Down Assay

U373MG cells were treated with DMSO or 50 μM of biotinylated CA (Bio-CA) for 6 h, and then cells were treated with Radio-Immunoprecipitation Assay (RIPA) buffer for whole cell lysate preparation. The whole cell lysate was then incubated with Streptavidin Sepharose Beads (GE Healthcare, Milwaukee, WI, USA) according to the manufacturer’s protocol in order to obtain Bio-CA-bound proteins, which were then subjected to SDS-PAGE and blotted with anti-Keap1 or anti-HRI antibodies.

### 4.12. Statistical and Quantitative Analysis

The Student’s *t*-test or one-way ANOVA with post hoc Tukey–Kramer test was used to estimate the statistical significance of differences between two or more groups. Differences between groups were considered statistically significant with *p* values < 0.05. All experiments were repeated at least three times, and the data are expressed as the mean ± SE (standard error) from representative experiments.

## Figures and Tables

**Figure 1:**
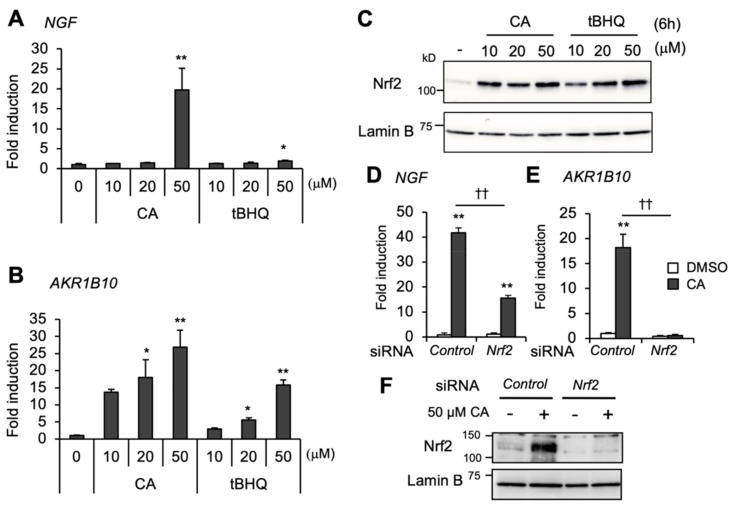
High-dose CA regulates *NGF* gene expression beyond Nrf2 activation. CA and tBHQ induction of (**A**) *NGF* and (**B**) *AKR1B10* genes in U373MG cells. Fold gene inductions were evaluated by reverse transcription-quantitative polymerase chain reaction (RT-qPCR) (vehicle control dimethyl sulfoxide (DMSO) = 1). The results are presented as the mean ± SE (*n* = 3); significant differences from the vehicle control (DMSO) are indicated by asterisks (* *p* < 0.05; ** *p* < 0.01), by one-way analysis of variance (ANOVA) with Tukey–Kramer post hoc test (*n* = 3). (**C**) Nuclear accumulation of Nrf2 protein in response to varying doses of CA or tBHQ was evaluated by immunoblot analysis. Lamin B blot was used as a loading control. (**D**) Effect of Nrf2 knockdown on the CA induction of *NGF* and (**E**) *AKR1B10*. siRNA-transfected cells were treated with either DMSO (open bars) or 50 μM of CA (closed bars) for 24 h. Fold gene inductions were evaluated by RT-qPCR (control siRNA/DMSO = 1). The values are normalized with cyclophilin A expression and presented as the mean ± SE of three independent experiments. Significant differences between DMSO and CA are indicated by asterisks (** *p* < 0.01), and daggers indicate significant differences between control siRNA or Nrf2 siRNA with CA (†† *p* < 0.01) by one-way ANOVA with Tukey–Kramer post hoc test (*n* = 3). (**F**) Nrf2 protein level in Nrf2 knockdown cells. Either control (Ctrl) or Nrf2 siRNA-transfected cells were treated with DMSO or 50 μM of CA for 6 h, then nuclear Nrf2 protein levels were visualized by immunoblot analysis.

**Figure 2:**
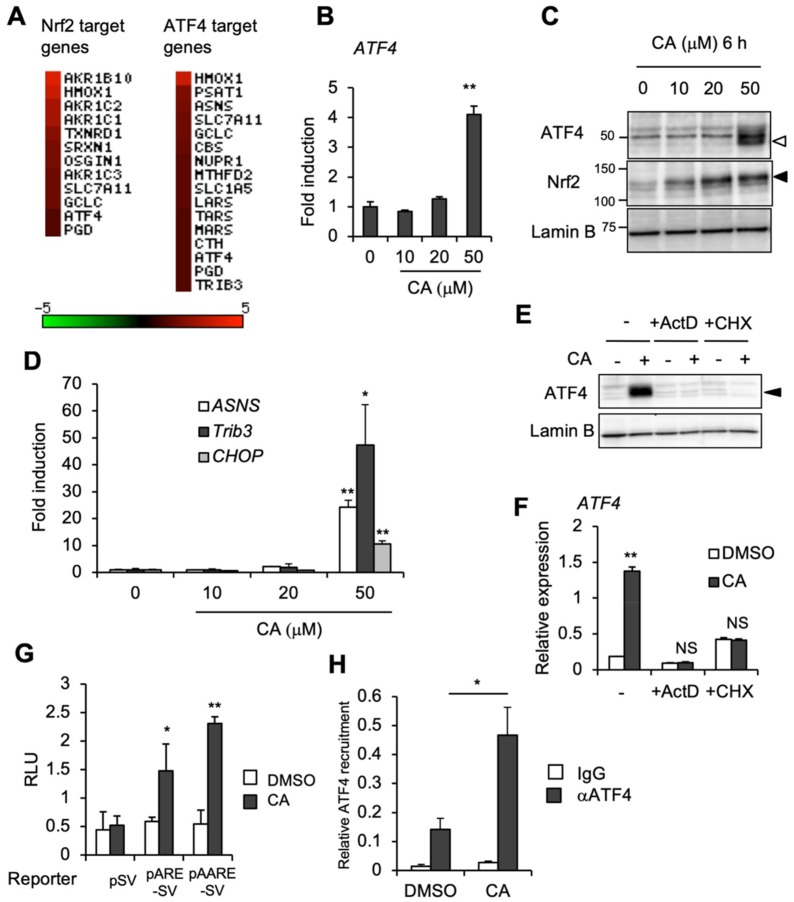
CA activates the ATF4 pathway in a dose-dependent manner in U373MG cells. (**A**) Heat map representation of genes induced by 50 μM of CA in U373MG cells. The fold induction (CA vs. DMSO) was plotted based on microarray data. (**B**) Dose-dependent induction of *ATF4* mRNA. *ATF4* mRNA expression was evaluated by RT-qPCR and presented as the mean ± SE from three independent experiments. Each value was normalized to cyclophilin A expression. The asterisks indicate a significant increase compared with the 0 h control (** *p* < 0.01 by one-way ANOVA with Tukey–Kramer post hoc test). (**C**) CA dose-dependent induction of ATF4 and Nrf2 proteins. U373MG cells were administered 10 to 50 μM of CA for 6 h. An aliquot of nuclear extract was subjected to immunoblot analysis. White and black triangles indicate ATF4 and Nrf2 bands, respectively (**D**) CA dose-dependent induction of ATF4 target gene; mRNA expression of *ASNS*, *Trib3*, and *CHOP* was evaluated as described in (B). The asterisks indicate a significant increase compared with the control (0 μM) (* *p* < 0.05; ** *p* < 0.01 by one-way ANOVA with Tukey–Kramer post hoc test). (**E**) U373MG cells were pretreated with DMSO (-), 1 μg/mL actinomycin D (ActD) or 1 μg/mL cycloheximide (CHX) for 30 min, followed by DMSO or 50 μM of CA for 6 h for immunoblot analysis or (**F**) 24 h for RT-qPCR analysis. Black triangle indicates ATF4 band. The asterisks indicate a significant difference between DMSO- vs. CA-treated samples (** *p* < 0.01; NS not significant by one-way ANOVA with Tukey–Kramer post hoc test). (**G**) AARE-luc reporter gene activation by CA. U373MG cells were transfected with either pSV-Luc (pSV), pARE-SV-Luc (pARE-SV), or pAARE-SV-Luc (pAARE-SV) reporter vector and then incubated for 24 h in the presence of DMSO (open bars) or 50 μM of CA (closed bars). The firefly luciferase activities were normalized to Renilla luciferase activities and presented as relative luciferase units. The values are presented as the mean ± SE. The asterisks indicate a significant increase compared with the DMSO control (* *p* < 0.05; ** *p* < 0.01 by Student’s *t*-test (*n* = 3)). (**H**) CA-dependent ATF4 accumulation with the AARE sequence of human *ASNS* gene. U373MG cells were treated with either DMSO or 50 μM of CA for 6 h and then subjected to ChIP analysis using control IgG (IgG) (open bars) and anti-ATF4 antibody (αATF4) (closed bars). The relative accumulation levels of ATF4 to the *ASNS* gene AARE are presented as the mean ± SE. The asterisks indicate a significant increase compared with the DMSO control (* *p* < 0.05 by Student’s *t*-test).

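Most of the genes in Supplementary Table S1 that could be matched to a probe were also higher with CA in cells that had received edaravone. Of its 48 genes, 40 had a named probe with a CA over DMSO ratio, and 33 of the 40 were at least 1.5-fold higher in CA + edaravone over edaravone. *ACKR3* (listed as CMKOR1, and as CXCR7 in the table), a chemokine scavenger receptor, was 3.21-fold and 10.3-fold higher, and *TRIM16*, a regulator of autophagy, 4.46-fold and 3.40-fold. The NADPH-dependent reductase *AKR1C3* was 3.48- and 2.54-fold higher, *AFP*, for alpha-fetoprotein, 2.86- and 2.16-fold, and the amino acid transporter subunit *SLC3A2* 2.60- and 4.80-fold. The 7 genes below 1.5-fold in the second pair were *H3-4* (listed as HIST3H3), *CYB5R4* (listed as NCB5OR), *AP1S2*, *BRD10* (listed as KIAA2026), *PLAT*, *CRYGS* and *MTR*. Of these, the histone gene *H3-4* was 7.08-fold higher with CA than with DMSO and 1.33-fold lower with CA + edaravone than with edaravone, at intensities of 782 with DMSO, 6745 with edaravone and 5536 with CA. *AP1S2*, an adaptor of clathrin coats, went from 3.87-fold higher to 1.67-fold lower, and *CYB5R4*, a reductase, from 4.31-fold to a ratio of 0.975. Genes that the table marks as known Nrf2 or ATF4 targets numbered 23 of the 40, and 22 of the 23 were at least 1.5-fold higher in the second pair, with *PLAT* at 1.17-fold as the other. Of the 17 unmarked genes, 11 were, among them *MDM4*, which was 1.43-fold lower with CA than with DMSO and 1.93-fold higher in the second pair. The table was drawn from the CA and DMSO arrays, so the first ratio of each gene is not independent evidence of its direction. All 12 genes marked for Nrf2 and 16 of the 17 marked for ATF4 were higher in both pairs, and limma called 12 and 16 of them higher (12 and 17 when adjusted over the list alone), or 9 and 11 after quantile normalization. None of these limma counts is independent evidence, since the fit uses the 2 arrays from which the table was drawn. No probe named for *SCRT1*, *JDP2*, *OSGIN1*, *ING4*, *NUPR1*, *GRRP1*, *STEAP1* or *PDPN* was measured.

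**Figure D3:**
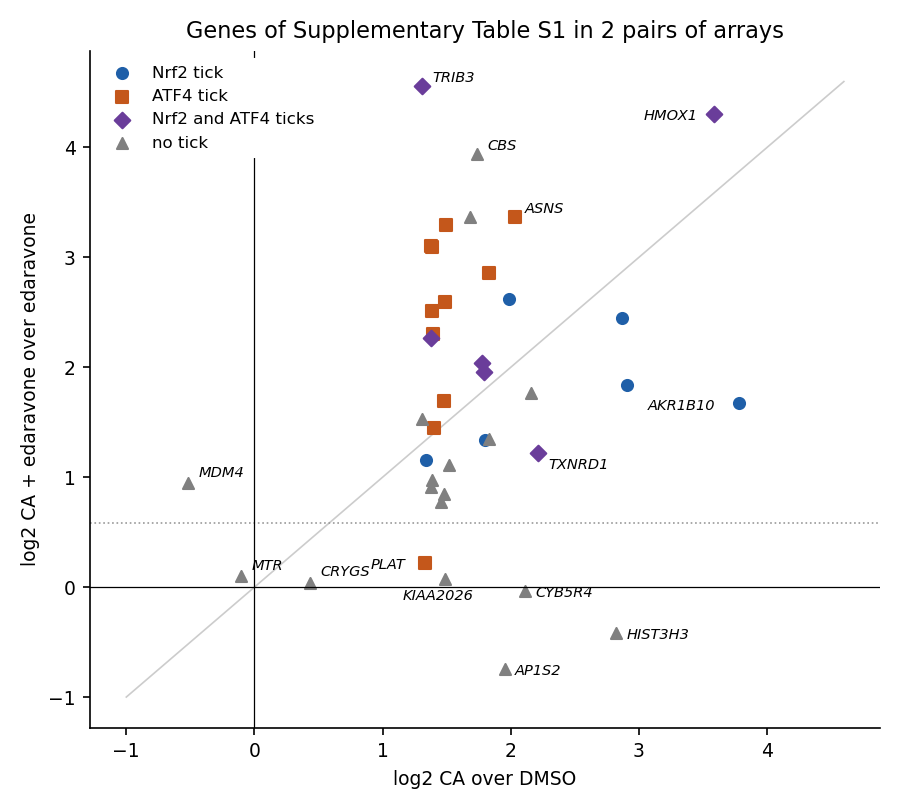
Log2 ratio of CA + edaravone over edaravone against log2 ratio of CA over DMSO for the 40 genes of Supplementary Table S1 with a named probe, by their marks in that table. The gray diagonal marks equal ratios, and the 7 genes below 1.5-fold on the vertical axis include 1 marked gene, *PLAT*.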

**Figure 3:**
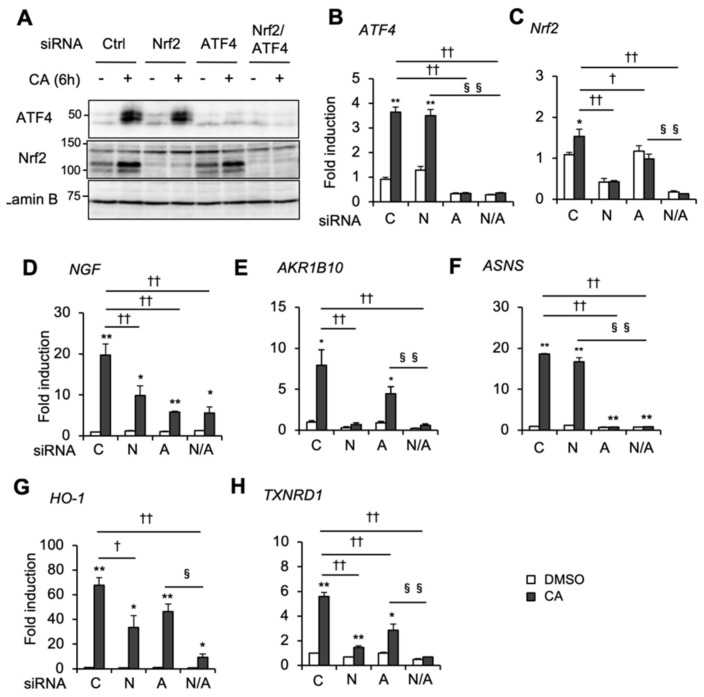
Nrf2 and ATF4 cooperatively modulate CA induction of *NGF* and antioxidant genes. (**A**) ATF4 and Nrf2 protein levels in ATF4 and/or Nrf2 knockdown cells. U373MG cells were transfected with control or gene-specific small interfering RNAs (siRNAs) as indicated. After 24 h transfection, cells were treated with DMSO (-) or 50 μM of CA (+) for 6 h, and an aliquot of nuclear fraction was subjected to immunoblot analysis. (**B**) CA induction of *ATF4*, (**C**) *Nrf2*, (**D**) *NGF*, (**E**) *AKR1B10*, (**F**) *ASNS*, (**G**) *HO-1*, and (**H**) *TXNRD1* genes in siRNA-transfected U373MG cells was evaluated by RT-qPCR analysis (C: control siRNA, N: Nrf2 siRNA, A: ATF4 siRNA, N/A: Nrf2 and ATF4 siRNA). After 24 h siRNA transfection, cells were treated with DMSO (open bars) or 50 μM of CA (closed bars) for 24 h. Each value was normalized to cyclophilin A expression and presented as the mean ± SE from three independent experiments. The asterisks indicate significant differences between DMSO and CA (* *p* < 0.05; ** *p* < 0.01), and the daggers indicate significant decreases from control siRNA with CA vs. Nrf2 and/or ATF4 siRNA with CA († *p* < 0.05; †† *p* < 0.01), and section signs indicate significant differences from Nrf2/ATF4 double knockdown cells with CA (§ *p* <0.05, §§ *p* < 0.01) by one-way ANOVA with Tukey–Kramer post hoc test (*n* = 3).

**Figure 4:**
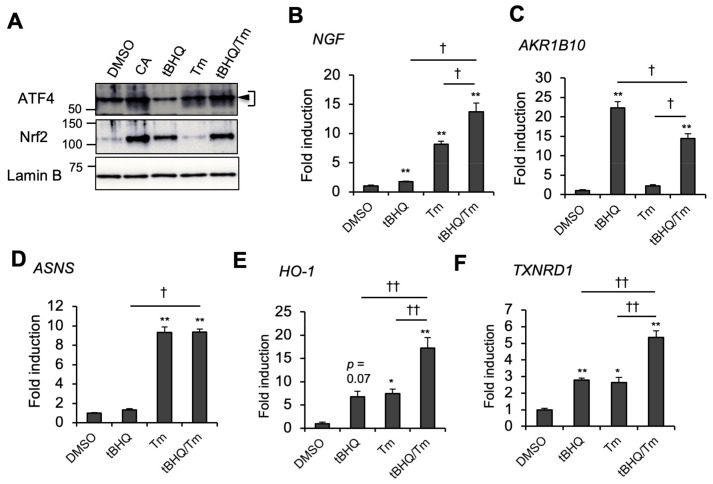
tBHQ and Tm cooperatively modulate *NGF* and antioxidant gene expression. (**A**) ATF4 and Nrf2 protein induction by tBHQ and/or Tm. U373MG cells were treated with DMSO or 50 μM of tBHQ and/or 2 μg/mL of Tm for 6 h, and an aliquot of the nuclear fraction was then subjected to immunoblot analysis. Black triangle indicates nonspecific band in smeared ATF4 band. (**B**) Gene expression of *NGF*, (**C**) *AKR1B10*, (**D**) *ASNS*, (**E**) *HO-1*, and (**F**) *TXNRD1* in response to tBHQ and Tm was evaluated by RT-qPCR analysis. U373MG cells were treated with tBHQ and/or Tm for 24 h. These values were normalized to cyclophilin A expression and presented as the mean ± SE from three independent experiments. The asterisks indicate significant differences from DMSO (* *p* < 0.05; ** *p* < 0.01), and the daggers indicate significant difference between tBHQ or Tm and tBHQ/Tm († *p* < 0.05; †† *p* < 0.01) by one-way ANOVA with Tukey–Kramer post hoc test (*n* = 3).

**Figure 5:**
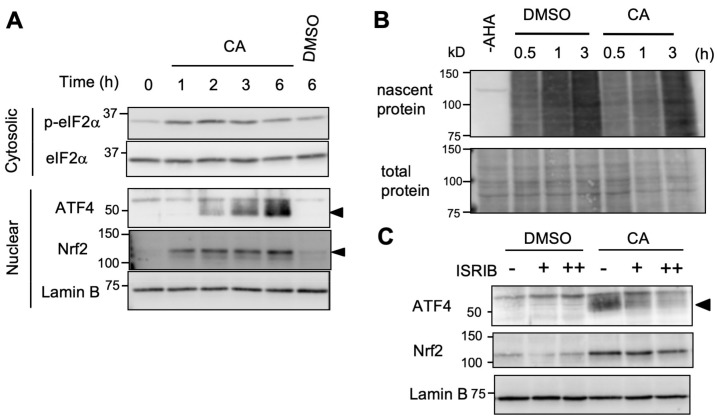
CA activates the ISR pathway for ATF4 induction. (**A**) CA induction of eIF2α serine 51 phosphorylation. U373MG cells were untreated or treated with 50 μM of CA for 1 to 6 h, or DMSO for 6 h, then cytosolic and nuclear fractions were separated and subjected to immunoblot analysis. Phosphorylated eIF2α was detected by anti-phospho-eIF2α antibody. Black triangles indicate ATF4 or Nrf2 band. (**B**) Global translation inhibition by CA. HeLa cells were treated with DMSO or 50 μM of CA in the presence of L-azidohomoalanine (AHA). After 0.5 to 3 h incubation, whole cell extract was prepared and followed by a subsequent Click-iT reaction to label nascent proteins by biotin. Samples were subjected to sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and transferred onto PVDF membrane followed by staining with streptavidin/biotin-horseradish peroxidase (HRP) complex to visualize nascent proteins (upper panel). The same blot was stained with MemCode reagent to visualize total protein (lower panel). (**C**) U373MG cells were pretreated with ISR inhibitor (ISRIB) (- without ISRIB, + 200 nM; ++ 1 μM) for 30 min and then administrated to DMSO or 50 μM of CA. After 6 h incubation, nuclear extracts were subjected to immunoblot analysis. Black triangle indicates ATF4 band.

**Figure 6:**
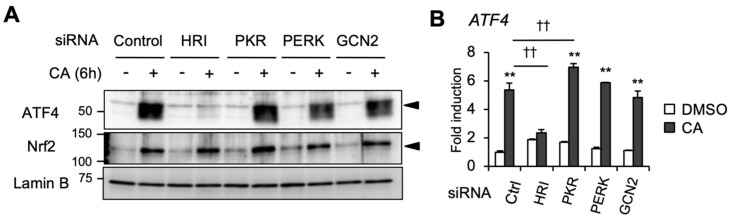
CA activates the ISR pathway through HRI activation. (**A**) The effect of HRI, PKR, PERK, and GCN2 knockdown on CA induction of ATF4 protein. U373MG cells were transfected with either control siRNA or siRNAs targeting HRI, PKR, PERK, and GCN2. After 24 h transfection, the cells were treated with DMSO or 50 μM of CA for 6 h. Nuclear fractions were subjected to immunoblot analysis. (**B**) The effect of HRI, PKR, PERK, and GCN2 knockdown on CA induction of ATF4 mRNA. siRNA-transfected U373MG cells were treated with DMSO or 50 μM CA for 24 h, and *ATF4* mRNA expression was then evaluated by RT-qPCR analysis. The values are presented as the mean ± SE of three independent experiments. The asterisks indicate significant differences between DMSO- and CA-treated samples (** *p* < 0.01), and the daggers indicate significant decreases from control siRNA with CA vs. eIF2α kinase siRNA with CA (†† *p* < 0.01) by one-way ANOVA with Tukey–Kramer post hoc test.

**Figure 7:**
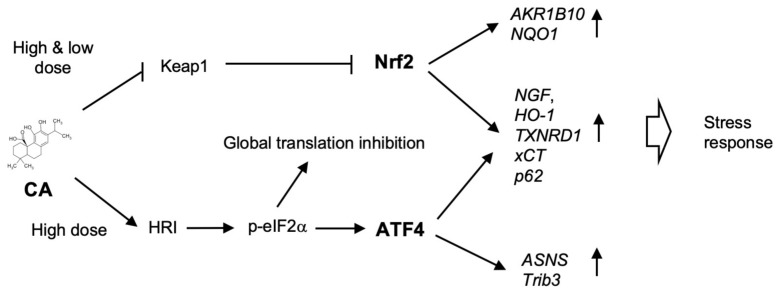
Hypothetical scheme of CA action in mammalian cells. CA activates the Nrf2 pathway only at a low dose (≤20 μM) but activates both Nrf2 and ATF4 pathways at a high-dose (≥50 μM). Induced Nrf2 and ATF4 independently and cooperatively up-regulate CA-inducible gene expression (arrows pointing up) to exhibit physiological effects, such as stress response (bold white arrow). The arrows indicate activation and T-arrows show inhibition.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/20/7/1706/s1.

## Abbreviations

AARE	amino acid response element
ARE	antioxidant response element
ASNS	asparagine synthetase
ATF4	activating transcription factor 4
bZip	basic leucine zipper
CA	carnosic acid
ChIP	chromatin immunoprecipitation
CNC	cap‘n’collar
eIF2α	eukaryotic initiation factor 2 alpha
ER stress	endoplasmic reticulum stress
HO-1	heme oxygenase-1
HRI	heme-regulated inhibitor kinase
ISR	integrated stress response
Keap1	Kelch-like ECH-associated protein 1
NGF	nerve growth factor
Nrf2	NF-E2-related factor 2
tBHQ	*tert*-butylhydroquinone
Trib3	tribbles homolog 3
TXNRD1	thioredoxin reductase 1

# Supplementary material for: Concomitant Nrf2- and ATF4-Activation by Carnosic Acid Cooperatively Induces Expression of Cytoprotective Genes
**Source:** Int J Mol Sci. 2019 Apr 5;20(7):1706. doi: 10.3390/ijms20071706
**Supplement:** Supplementary file 1

**Supplementary Table S2.
Primers used for RT-qPCR analysis**

| gene name | forward primer | reverse primer |
| --- | --- | --- |
| *hCyclophilin A* | 5’-ATGCTGGACCCAACACAAAT-3’ | 5’-TCTTTCACTTTGCCAAACACC-3’ |
| *hHO-1/HMOX1* | 5’-CCAGCAACAAAGTGCAAGATTC-3’ | 5’-TCACATGGCATAAAGCCCTACAG-3’ |
| *hATF4* | 5’-TCTCCAGCGACAAGGCTAA-3’ | 5’-CAATCTGTCCCGGAGAAGG-3’ |
| *hASNS* | 5’-CCAATTCGAGTGAAGAAATATCC-3’ | 5’-TTCAAATTCAAAATGCTGTTGC-3’ |
| *hTrib3* | 5’-CCGTCTTGGGCCCTATGT-3’ | 5’-GTACCAGCCAGGACCTCAGT-3’ |
| *hNrf2* | 5’-GCAACAGGACATTGAGCAAG-3’ | 5’-TGGACTTGGAACCATGGTAGT-3’ |
| *hTXNRD1* | 5’-ACACAAAGCTTCAGCATGTCA-3’ | 5’-CAATTCCGAGAGCGTTCC-3’ |
| *hAKR1B10* | 5’-AGATGATAAAGGTAATGCCATCG-3’ | 5’-TGGAAGTGGCTGAAATTGG-3’ |
| *hxCT/SLC7A11* | 5’-CCATGAACGGTGGTGTGTT-3’ | 5’-GACCCTCTCGAGACGCAAC-3’ |
| *hAKR1C1&2* | 5’-TGGGATTTGGCACCTATGCG-3’ | 5’-CCTGGCTTGTTGAGGATCAT-3’ |
| *hNQO1* | 5’-GTCATTCTCTGGCCAATTCAGAGT-3’ | 5’-TTCCAGGATTTGAATTCGGG-3’ |
| *hGCLM* | 5’-TGGGCACAGGTAAAACCAA-3’ | 5’-CAGTCAAATCTGGTGGCATC-3’ |
| *hGCLC* | 5’-TTGACGATAGATAAAGAGATCTACGAA-3’ | 5’-TCTCTAATAAAGAGATGAGCAACATGC-3’ |
| *hp62* | 5’-AGCTGCCTTGTACCCACATC-3’ | 5’-CAGAGAAGCCCATGGACAG-3’ |
| *hSESN2* | 5’-ACTGCGTCTTTGGCATCAG-3’ | 5’-GTAGCAGGCCACTGTCTTGA-3’ |

# Supplementary material for: Concomitant Nrf2- and ATF4-Activation by Carnosic Acid Cooperatively Induces Expression of Cytoprotective Genes
**Source:** Int J Mol Sci. 2019 Apr 5;20(7):1706. doi: 10.3390/ijms20071706
**Supplement:** Supplementary file 1

Supplementary Figure legends

**Supplemental Figure S1.**

**CA induction of ATF4 in other cancer cell lines and ATF4 dependency of AARE genes in U373MG cells.**

(A) HeLa, (B) Caco-2 and (C) HepG2 cells were treated with increasing amount of CA as indicated in figure for 6 h, then an aliquot of nuclear extract was subjected to immunoblot analysis as Figure 2C. (B to I) The ATF4-dependent gene inductions of (D) *Trib3* and (E) *CHOP*, (F) *CBS*, (G) *CTH* (H) *SESN2* and (I) *CHAC1* in U373MG cells were demonstrated by RT-qPCR as described in Figure 3B. The fold gene expressions were described as mean ± SEM. Open and closed bars indicate DMSO- and 50 μM of CA-treated samples, respectively. The asterisks indicate significant differences between DMSO vs. CA (*, *p* < 0.05, **, *p* < 0.01), and the daggers indicate significant decreases from control siRNA with CA vs Nrf2 and/or ATF4 siRNA with CA (†, *p* < 0.05) by One-way ANOVA with Tukey-Kramer *post hoc* test (*n* = 3).

**Supplemental Figure S2.**

**CA or tBHQ inductions of Nrf2/ARE pathway genes.**

CA- or tBHQ-inducible gene expressions of (A) *HO-1* and (B) *TXNRD1*, (C) *xCT*, (D) *GCLC*, and (E) *GCLM* and (F) *NQO1* in U373MG cells were analyzed as described in Figure 1A. Each value was normalized with cyclophilin A (CypA) expression and presented as the mean ± SEM from three independent experiments. The significant differences from the vehicle control (DMSO) are indicated by asterisks (*, *p* < 0.05, **, *p* < 0.01), the daggers indicate a significant difference from the 50 μM of CA and 50 μM of tBHQ (†, *p* < 0.05, ††, *p* < 0.01, NS: not significant) by one-way ANOVA with Tukey-Kramer *post hoc* test (*n* = 3).

**Supplemental Figure S3.**

**Different Nrf2- and ATF4-dependency of Nrf2/ARE pathway genes.**

RT-qPCR analysis for (A) *xCT*, (B) *p62*, (C) *GCLC*, (D) *GCLM* and (E) *NQO1* in ATF4 and/or Nrf2 knockdown cells were performed as described in Figure 3B. The fold gene expressions were described as mean ± SEM. Open and closed bars indicate DMSO and CA treated samples, respectively. The asterisks indicate significant differences between DMSO vs. CA (*, *p* < 0.05, **, *p* < 0.01), and the daggers indicate significant decreases from control siRNA with CA vs Nrf2 and/or ATF4 siRNA with CA (†, *p* < 0.05, ††, *p* < 0.01), and the section signs indicate significant differences from Nrf2/ATF4 double knocked down cells with CA. (§§, *p* < 0.01) by One-way ANOVA with Tukey-Kramer *post hoc* test (*n* = 3).

**Supplemental Figure S4.**

**Cooperative induction of *NGF* and *HO-1* by tBHQ and Tm in NHAs.**

(A) *NGF* and (B) *HO-1* gene expressions in response to 50 μM of tBHQ and 1 μg/mL Tm in normal human astrocytes (NHAs). The values are presented as the mean ± SE. The asterisks indicate significant differences from the DMSO-treated sample (** *p* < 0.01 by one-way ANOVA with Tukey-Kramer post hoc test). The daggers indicate significant decreases from tBHQ/Tm co-treated sample († *p* < 0.05; †† *p* < 0.01 by one-way ANOVA with Tukey-Kramer post hoc test (*n* = 3)).

**Supplemental Figure S5.**

**CA induction of ATF4 in eIF2α mutant MEFs.**

(A) Mouse embryonic fibroblasts (MEF) harboring eIF2α (Ser51Ala) mutation (MEF(A/A)) or corresponding WT MEF (MEF(S/S)) were treated with 10 to 50 μM of CA for 4 h. After subcellular fractionation, aliquots of nuclear or cytosolic fractions were subjected to immunoblot analysis to evaluate ATF4 protein induction. (B and C) MEF(S/S) and MEF(A/A) were treated with 50 μM of CA for 4 h, then subjected to RT-qPCR analysis to evaluate *Atf4* (B) and *Asns* (C) mRNA expressions.

**Supplemental Figure S6**

**Knockdown efficiencies of eIF2α kinases in U373MG cells.**

U373MG cells were transfected with control (Ctrl) or HRI (A), PKR(B), PERK (C) and GCN2 (D) siRNAs as described in Materials and Methods. After 24 h transfection, the cells were treated with DMSO, 50 μM of CA or 2 μg/mL Tm for 6 h. An aliquot of cytosolic extracts was then subjected to SDS-PAGE and immunoblot analysis for HRI (A), PKR (B), PERK (C) and GCN2 (D). (E) RT-qPCR analysis of HRI siRNA transfected U373MG cells treated with DMSO or 50 μM of CA for 24h. Open and closed bars indicate DMSO and CA treated samples, respectively. The relative gene expressions were described as mean ± SEM. The asterisks indicate significant differences between DMSO and CA treated samples. (* *p* < 0.05; ** *p* < 0.01 by Student’s t-test (n = 3)). The daggers indicate significant decreases between control siRNA/CA and HRI siRNA/CA. (†† *p* < 0.01 by Student’s t-test (*n* = 3)). NS: not significant.

**Supplemental Figure S7**

**Effect of CA on Xbp1 splicing and *HSPA5*/*BiP* induction.**

A-B U373MG cells were treated with DMSO, 50 μM of CA or 2 μg/mL tunicamycin (Tm) for 6 h, and then total RNA was prepared for cDNA synthesis. Xbp1 transcript was amplified by using specific primer pair (5’-TTA CGA GAG AAA ACT CAT GGC-3’ and 5’-GGG TCC AAG TTG TCC AGA ATG C-3’), which discriminate Xbp1 splicing. (B) U373MG cells were treated with DMSO, 50 μM of CA or 2 μg/mL Tm for 24 h. HSPA5/Grp78/BiP gene expression was evaluated by RT-qPCR. The asterisks indicate significant differences between vehicle control (0). (* *p* < 0.05 by One-way ANOVA with Tukey-Kramer *post hoc* test (n = 3)). NS: not significant.

**Supplementary Figure S8.**

**CA activates ISR through HRI.**

(A) The effect of HRI knockdown on CA induction of eIF2α phosphorylation. U373MG cells were transfected with control, HRI#1, or HRI#2 siRNA and incubated for 24 h. The transfected cells were treated with 50 μM of CA for 2 h, and cytosolic extracts were then subjected to immunoblot analysis. (B) Nascent protein synthesis in HRI knocked down cells. HeLa cells were transfected with control or HRI#1 or HRI#2 siRNA, and then subjected to nascent protein labeling as Figure 5B. (C) Representative immunoblots of phosphorylated eIF2α after 1 h treatment with DMSO or 50 µM CA in the six types of MEFs (WT, 4KO, and 4KO with respective FLAG-tagged eIF2α kinases). (D) The effect of hemin on CA-inducible ATF4 and Nrf2 inductions. U373MG cells were pretreated with or without 5 or 10 μM hemin for 30 min, and the cells were then administered DMSO or 50 μM of CA for 6 h. Nuclear extract aliquots were subjected to SDS-PAGE and immunoblot analysis. (E) Biotinylated CA (Bio-CA) pull-down assay. Bio-CA bound proteins were separated and blotted with anti-Keap1 or anti-HRI antibodies. Input corresponds to 10% of the total cell lysates for pull-down. (F) HRI degradation by CA. U373MG cells were administered 50 μM of CA for 1 to 24 h as indicated. Equal amounts of cytosolic extracts were subjected to immunoblot analysis. Closed and open triangles indicate native or slower-migrating HRI bands, respectively.

**Supplemental Figure S9**

**Nrf2 or ATF4 inducibility of CA-related chemicals.**

(A) Conversion of catechol-CA to quinone-CA by oxidation. The asterisk indicates electrophilic carbon atom, which reacts with thiol group (See ref [9]). (B) ATF4 and Nrf2 protein inductions by CA and CA related chemicals (carnosol (CS), rosmarinic acid (RA), piciferic acid (PA)) in U373MG cells. U373MG cells were treated with 50 μM of CA or related chemicals for 6 h. An aliquot of nuclear extract was subjected to SDS-PAGE and then blotted with anti-ATF4, Nrf2 and lamin B antibodies. (C) Chemical structures of CA related chemicals.

# Supplementary material for: Concomitant Nrf2- and ATF4-Activation by Carnosic Acid Cooperatively Induces Expression of Cytoprotective Genes
**Source:** Int J Mol Sci. 2019 Apr 5;20(7):1706. doi: 10.3390/ijms20071706
**Supplement:** Supplementary file 1

**Supplemental Table S1.
The list of genes up-regulated more than 2.5-fold in 50 μM CA-treated U373MG cells.**

*Nrf2 or ATF4 dependency is based on references ([1], [2], [12], [17])

How the deposited data were processed for this re-analysis (not part of the article)

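Gene expression was measured in U373MG cells, a human astrocytoma line, kept in DMEM with 3% FBS and treated for 24 h with DMSO, with 50 μM of CA, with 1 mM edaravone or with CA and edaravone together. There was 1 array per condition and 4 arrays in all, so that no condition has a replicate and the number of arrays limits the precision of every value. Total RNA was extracted with an RNeasy kit, amplified, labelled with Cy5 and hybridized to the 3D-Gene Human Oligo chip of TORAY. The authors deposited 1 normalized intensity per probe and array, on a linear scale, and the median intensity is 40 on each array. How the authors subtracted background, scaled the arrays or left spots empty is not described in the paper's text, which states that fold inductions were calculated in Excel. Intensities reached 68344 with DMSO, 68614 with edaravone, 54649 with CA and 51247 with both, and 4.39%, 6.33%, 4.13% and 3.77% of the 24267 probes had no value on these arrays.

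Of the probes, 13395 carry a gene symbol and 10872 carry none and were counted but not named. The 12474 symbols filed for the array were compared with the RefSeq gene table for GRCh38.p14, where 10076 were current, 2285 were older names with a single current gene and 113 were kept as filed, which gave 12445 genes. A probe was compared when it had a value on all 4 arrays (22104 probes) and a mean log2 signal over the arrays above the 25th percentile, at an intensity of 10.8 (16578 probes, 9456 of them named, for 8965 genes). Intensities were used as deposited, without an offset, and ratios were taken on the log2 scale. A gene with several probes took the probe with the highest mean log2 signal.

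The main comparison was CA over DMSO, with the paper's 2.5-fold threshold for counts of probes. CA + edaravone over edaravone, which shares no array with it, was set beside it as a second pair, and a gene was counted in both pairs when it was at least 1.5-fold higher, or lower, in each. Edaravone over DMSO and CA + edaravone over CA, which the paper does not report, were compared in the same way. A single array against another allows no test of a gene, and no p-value is given for such a ratio. The 2 by 2 layout was also fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend) as an additive model of CA and edaravone, with Benjamini-Hochberg adjusted p values over the 16578 probes. This fit has 1 residual degree of freedom, which is the interaction of the compounds, and a prior of 9.41 degrees of freedom. On simulated data with 200 changed probes in each of 20 draws, it recovered a median of 44.5 of 100 probes changed by 1 on the log2 scale and 100 of 100 changed by 2, and a median of 10.2% of its calls were false (0.893% to 16.8% over the draws). The simulated data held no edaravone effect and no interaction, so these rates do not cover probes whose CA ratio differs between the 2 pairs.

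Gene lists for 27 pathways, cell types and control groups were written from textbook knowledge and from the paper. They cover Nrf2 targets, ATF4 targets of amino acid synthesis and one-carbon metabolism, amino acid transporters, aminoacyl-tRNA synthetases within ATF4 control (with the gene of a tRNA export receptor) and outside it, factors of the integrated stress response, regulators of Nrf2 and of this response, ER chaperones, PPARγ targets, proteasome subunits, heat shock proteins, metallothioneins, heme and iron, cell cycle, p53 targets, cholesterol synthesis, neurotrophic factors, astrocyte markers, markers of other brain cells, NF-κB targets, interferon-stimulated genes, extracellular matrix, autophagy and lysosome, glycolysis and hypoxia, oxidative phosphorylation, ribosomal proteins and housekeeping genes. The median log2 ratio of a list was compared with the medians of 10000 random lists of the same size, matched on 10 bins of mean log2 signal. The percentile describes a single pair of arrays and is not a p-value. Tested on simulated data, 5 of 200 unchanged lists of 20 genes lay outside the middle 95% of the random lists, and 200 of 200 lists shifted by 0.5 on the log2 scale were found. In this simulation each gene varied independently of the others, so it does not cover lists whose genes move together.

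Genes are named by a rule. It takes every gene that the paper names for its arrays or lists in Supplementary Table S1, whose fold inductions in the paper had been seen, and further genes that the paper discusses. It takes the 10 genes each way with the largest mean ratio over both CA pairs among probes above the median signal, 5 each way for edaravone, and up to 4 members of each list with the largest ratio. *CHAC1* and *EIF2AK2* fall under the rule but had no named probe with a value on all 4 arrays, and were left out. The comparisons, the lists, the naming rule and the alternatives were set before the data were examined. The alternatives were a shift of each array to the same 75th percentile, quantile normalization, an offset of the 25th percentile of signals (8.8), the second pair, the additive fit, no filter or a filter at the median signal, thresholds of 2- and 3-fold, the mean over a gene's probes, random lists without matching, and limma without a trend. The calculations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.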

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

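Of the tests in this part, those of exchanged arrays and of scaling for the ATF4 groups were chosen before their results were seen, and those of CA exposure and of the glycolysis and hypoxia genes only after. Each group here had a median log2 ratio below the 0.1 or above the 99.9 percentile of random gene lists of like signal, in a comparison or a gene group that the paper does not report. The median log2 ratio of all compared probes was -0.10 in edaravone over DMSO, and the random lists carry the same shift.

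The ATF4 groups were higher with CA + edaravone than with CA alone. The median log2 ratio between these arrays was 1.33 for amino acid synthesis and one-carbon metabolism (11 of 12 genes at least 1.5-fold higher), 0.72 for amino acid transporters (7 of 9), 0.87 for the group of 12 aminoacyl-tRNA synthetases and a tRNA export receptor (11 of 13) and 1.47 for stress response factors (11 of 14, with 1 lower), while edaravone without CA left the 48 genes together at -0.15, and *TRIB3* stood at 259 with DMSO, 184 with edaravone, 642 with CA and 4347 with both.

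Scaling between the arrays is argued against as the whole cause, since the median of these groups together was still 0.938 after quantile normalization, above all random lists. An exchange of the CA and CA + edaravone arrays cannot be told apart from an effect of edaravone on the response, because the correlation across 8888 other genes between edaravone over DMSO and CA + edaravone over CA was 0.0946, inside the range from -0.1 to 0.1 that had been set as undecided. A stronger CA exposure of the culture with both compounds stays open as well. Nrf2 targets outside the ATF4 groups were also higher with both than with CA, at a median of 0.171 (percentile 98.7), as such an exposure would predict. These stood at 0.23 with edaravone alone, however, and the 48 ATF4 genes moved by 0.98. The list also holds *HMOX1*, *TXNRD1*, *GCLC*, *GCLM* and *SQSTM1*, whose induction by CA the paper found to depend on ATF4 as well as on Nrf2. Its rise therefore cannot separate a stronger exposure from a stronger ATF4 response. The paper's RT-qPCR reports induction by CA alone of CHOP (Figure 2D), whose gene *DDIT3* was 1.17-fold higher on the CA array and 5.01-fold on the array with both than with DMSO, and of *AKR1B10* (Figure 1B), which was 13.8-fold and 10.0-fold higher and so fits either label, and 1 gene on single arrays does not settle the labels. An enhancement of the CA response by edaravone stays open as a hypothesis without a replicate.

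Genes of glycolysis and hypoxia were lower with either compound than with DMSO, at a median of -0.73 with CA and -0.88 with edaravone (14 of 20 genes at least 1.5-fold lower in each), *NDRG1* among them at 2274 with DMSO, 553 with edaravone, 653 with CA and 679 with both. Scaling is argued against, since the edaravone median was -0.781 after quantile normalization, below all random lists. A state of the DMSO culture, such as its density or oxygen supply, cannot be told apart from separate effects of CA and edaravone, because of the 2 pairs without the DMSO array CA + edaravone over edaravone had a median of -0.147 (percentile 1.28, 0 of 20 genes at least 1.5-fold lower and 2 higher), below the middle 95% of random lists, and CA + edaravone over CA one of -0.065 (percentile 9.2, 2 lower and 1 higher), inside it. An effect that either compound alone already brings to its limit would also leave little change in these pairs. Ratios over the DMSO array hold whatever set it apart.

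The other groups are given as values. Nrf2 targets had a median of 0.20 in edaravone over DMSO, with 7 of 30 genes at least 1.5-fold higher and 2 lower. Heat shock protein genes stood at 0.21 in the same comparison, with 2 of 16 higher and 1 lower. Cell cycle genes stood at -0.28 in CA over DMSO (10 of 35 at least 1.5-fold lower and 3 higher) and at -0.95 in CA + edaravone over CA (28 lower). Cholesterol synthesis genes were at -0.34 in CA over DMSO (4 of 18 lower), -0.46 in edaravone over DMSO (7 lower and 1 higher) and -0.47 in CA + edaravone over CA (6 lower and 1 higher). Astrocyte markers were at -0.43 in CA over DMSO (4 of 12 lower) and -0.39 in CA + edaravone over CA (5 lower). Interferon-stimulated genes were at -0.37 in CA over DMSO (4 of 18 lower) and 0.28 in edaravone over DMSO (2 higher). Extracellular matrix genes were at -0.44 in CA over DMSO, with 4 of 16 lower.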

How the results depend on the processing

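No test in this part was chosen after its result was seen. Of 147 named genes, 147 kept a log2 ratio within 0.304 of their CA over DMSO value when each array was shifted to the same 75th percentile and 147 after quantile normalization, 141 with the offset, 140 with the mean over a gene's probes, 74 in the additive fit and 34 in the second pair. Of the 27 lists, 27 kept their median within its spread with the 75th percentile, 25 with quantile normalization, the offset or either filter, 12 in the additive fit and 6 in the second pair. The percentiles of the Nrf2 and ATF4 groups stayed on their side against random lists without matching. Near the dim limit of 10.8 the signal over background limits the ratios, and the counts changed with the filter. The cause was not tested for any value here, except that other thresholds and filters admit more or fewer probes by construction and that the second pair also differs by edaravone.

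The 66 probes at least 2.5-fold higher with CA became 43 with the offset, 122 without a filter, 181 at 2-fold, 37 at 3-fold and 273 in the second pair. The 53 lower probes became 26 with the offset, 204 without a filter, 24 with the filter at the median signal, 151 at 2-fold, 22 at 3-fold, 83 in the additive fit and 320 in the second pair. With edaravone, the 94 higher probes became 57 with the median filter, and the 24 lower probes 11 with this filter and 67 in CA + edaravone over CA. Calls of the additive limma fit went from 149 higher and 159 lower to 40 and 24 after quantile normalization. For Nrf2 targets the median of 0.80 became 0.88 with quantile normalization and 1.00 in the second pair. For amino acid synthesis, 1.16 became 1.03 with the offset, 0.93 without a filter, 1.81 in the additive fit and 2.51 in the second pair. Transporters moved from 0.74 to 0.91 with the median filter, 1.48 in the additive fit and 1.96 in the second pair. The tRNA group moved from 0.98 to 1.56 and 1.88, and stress response factors from 0.23 to 1.14 and 2.29, in the additive fit and the second pair. In edaravone over DMSO, interferon-stimulated genes went from 0.28 to 0.38 and glycolysis and hypoxia genes from -0.88 to -0.78 with quantile normalization, and the latter to -0.065 in CA + edaravone over CA.

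Among named genes at least 1.5-fold changed and lists outside the middle 95% of random lists, directions reversed in the disjoint pairs and under none of the other alternatives run. In the second CA pair ER chaperones went from -0.28 to 0.33 and heat shock proteins from 0.22 to -0.073. In CA + edaravone over CA, against edaravone over DMSO, ER chaperones came to 0.11, heat shock proteins to -0.22, markers of other brain cells to 0.041 and interferon-stimulated genes to -0.062. The named genes that reversed in the second CA pair had log2 ratios there of 0.58 for *ABCA1*, -0.74 for *AP1S2*, -0.13 for *CCL2*, -0.037 for *CYB5R4*, 0.65 for *DDIT4*, 0.43 for *EDEM1*, -0.42 for *H3-4*, 0.46 for *HSPA5*, -0.40 for *HSPA8*, 0.36 for *IL6*, 0.16 for *MT3*, 0.30 for *NDRG1* and -0.13 for *PSPN*.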

Differences from the paper's values

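The probe-level values in this part were looked at only after the differences were seen, and the alternatives had all been set before the data were examined. Of the 40 genes of Supplementary Table S1 with a ratio here, 35 came within 0.05 of the paper's fold induction, and 3 differed from it by more than 1.5 times.

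*CRYGS* had the paper's value of 2.9 and 1.35 here. Its value came within 1.5 times of the paper's with the mean of its probes, at 2.00, and under no other alternative (1.03 to 1.36). Of its 2 probes, the dimmer, which was not the one read by the rule, had 2.95. *MTR* had the paper's value of 2.9 and 0.931 here, and differed under every alternative, from 0.924 to 1.07. *MDM4* had the paper's value of 2.5 and 0.698 here. It came within 1.5 times of the paper's value in the second pair, CA + edaravone over edaravone, at 1.93, and under no other alternative (0.698 to 1.16).

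For *AKR1B10* the paper's value is 18.8 and the named probe gave 13.8, which is within 1.5 times. A single probe without a gene name had a ratio of 18.8, with intensities of 77.3 with DMSO and 1455 with CA, and which gene it reads is not stated. Above 2.5-fold, 43 named genes were found here past the signal filter, 35 of them in the paper's table of 48 genes and 8 outside it, *CORO1A*, *F2RL2*, *HTRA3*, *IL36B*, *KITLG*, *MYL3*, *OR10S1* and *PILRA*. Without this filter, of which the paper states none, 71 named genes were above 2.5-fold, so that the number outside the table depends on it.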

Other observations

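The test in this part, on genes of Supplementary Table S1, was chosen only after the result was seen. Several groups that the paper does not discuss had medians below 0 in both CA pairs, with a minority of their genes at least 1.5-fold lower in both. Of 35 cell cycle genes, 10 were at least 1.5-fold lower in both CA pairs and 1 was higher, with the mitotic kinesin *KIF20A* 2.49-fold lower in CA over DMSO and 6.67-fold in the second pair, and cyclin B1 (*CCNB1*) 1.96- and 3.88-fold. The additive limma fit called 7 of the 35 lower (18 lower and 1 higher when adjusted over the list alone) and 0 after quantile normalization. Of 12 astrocyte markers, 4 were lower in both pairs and none higher, among them the filament protein *GFAP*, 3.03- and 3.59-fold, and the calcium-binding protein *S100B*, 2.77- and 2.08-fold. Among the 10 genes with the lowest mean ratio over both pairs, of those above the median signal, were the spindle protein gene *DLGAP5* (listed as DLG7), 2.06- and 6.52-fold lower, the Wnt inhibitor *DKK1* at 7904 with DMSO and 2722 with CA, *IGFBP5* 3.00- and 4.56-fold lower, *MGP* 2.53- and 5.65-fold lower, and the hyaluronan synthase *HAS2* 3.10- and 4.87-fold lower. Interferon-stimulated genes had 4 of 18 lower in both pairs, *BST2* by 2.09- and 2.60-fold, and 14 of 18 lower in the second pair at a median of -0.70. Cholesterol synthesis genes had 2 of 18 lower in both, with the sterol-regulated ER protein *INSIG1* 2.12- and 3.70-fold lower, and extracellular matrix genes 1 of 16, *COL1A2*.

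ER chaperone genes did not move one way. Their median was -0.28 over 14 genes in CA over DMSO and 0.33 in the second pair. It was -0.31 in edaravone over DMSO, so a feature of the DMSO array cannot be separated from an effect of either compound. *HSPA5*, which encodes BiP, was 2.54-fold lower and then 1.37-fold higher, and *XBP1* was 1.36- and 3.61-fold higher. By RT-qPCR, the paper reports no induction of *HSPA5* by CA, and CA over DMSO showed none here. The paper also reports no splicing of *XBP1* mRNA by CA, which the intensities here do not read. Heat shock proteins stood at 0.22 in CA over DMSO and -0.07 in the second pair. The medians in CA over DMSO and in the second pair were -0.29 and -0.02 for 18 p53 targets, -0.19 and 0.18 for 14 NF-κB targets, -0.37 and -0.03 for 5 metallothioneins, -0.04 and 0.07 for 29 genes of oxidative phosphorylation and 0.0025 and 0.41 for 19 genes of autophagy and lysosome, of which 5 were at least 1.5-fold higher in the second pair. Among the p53 targets *BTG2* was 2.20- and 3.02-fold lower, and among the NF-κB targets the adhesion molecule *VCAM1* was 2.51- and 4.20-fold lower in the CA pairs. Neurotrophic factors and receptors had medians of 0.0061 and 0.07 over 9 genes, with *BDNF*, a neurotrophin, 1.48-fold higher in CA over DMSO and 5.37-fold in the second pair. The 12 regulators of Nrf2 and the stress response stood at -0.15 and 0.25, with the autophagy receptor *SQSTM1* 1.83- and 2.36-fold and *SESN2* 1.82- and 11.3-fold higher. *KEAP1* was 1.44-fold higher and then 1.08-fold lower. The kinase gene *EIF2AK1*, for HRI, was 1.42- and 1.34-fold lower, *EIF2AK3*, for PERK, 1.36- and 1.64-fold lower, and *EIF2AK4*, for GCN2, 1.16-fold higher and then 1.17-fold lower.

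Edaravone over DMSO had 94 probes at least 2.5-fold higher and 24 lower, but its log2 ratios correlated with those of CA + edaravone over CA at Pearson's r of 0.05 across 16578 probes, which are not independent replicates. The additive limma fit called 0 probes for edaravone, with 977 at an unadjusted p under 0.05. Over the 16578 probes, 62 were at least 1.5-fold higher and 83 lower in both edaravone pairs, against 36.3 and 51.7 for unrelated pairs. A further 52 were higher then lower and 53 lower then higher. Of 8965 genes, 35 were at least 1.5-fold higher and 56 lower in both edaravone pairs. Ranked first were *EVI2A*, 2.14- and 3.33-fold higher, and *NEDD9*, a scaffold of focal adhesions, 2.28- and 3.98-fold lower.

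Of the 40 genes of Supplementary Table S1, 7 were below 1.5-fold in the second CA pair. A candidate explanation is noise of single spots on dim probes. The median of the mean log2 signal of the 7 was lower by 2.19 than that of the other 33, although *H3-4* is bright. The rest of the 7 are dim mainly against other genes of the table, since all but *BRD10* lie above the median signal of probes. Table genes of like signal, such as *SLC7A11*, *ACKR3* and *PCK2*, were at least 1.5-fold higher in the second pair, so signal alone does not set the 7 apart. On the probes read, *CRYGS* and *MTR* were below 1.5-fold in CA over DMSO as well, so there is no rise of theirs to explain. The other 5 were 2.08- to 8.63-fold higher with edaravone than with DMSO and had ratios of 0.836 to 1.15 in CA + edaravone over CA, so their DMSO values are low against all 3 other arrays. Without a replicate, low spots on the DMSO array cannot be separated from an effect that CA and edaravone share.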
